# Increased hypothalamic serotonin turnover in inflammation-induced anorexia

**DOI:** 10.1186/s12868-016-0260-0

**Published:** 2016-05-20

**Authors:** J. T. Dwarkasing, R. F. Witkamp, M. V. Boekschoten, M. C. Ter Laak, M. S. Heins, K. van Norren

## Abstract

**Background:**

Anorexia can occur as a serious complication of disease. Increasing evidence suggests that inflammation plays a major role, along with a hypothalamic dysregulation characterized by locally elevated serotonin levels. The present study was undertaken to further explore the connections between peripheral inflammation, anorexia and hypothalamic serotonin metabolism and signaling pathways. First, we investigated the response of two hypothalamic neuronal cell lines to TNFα, IL-6 and LPS. Next, we studied transcriptomic changes and serotonergic activity in the hypothalamus of mice after intraperitoneal injection with TNFα, IL-6 or a combination of TNFα and IL-6.

**Results:**

In vitro, we showed that hypothalamic neurons responded to inflammatory mediators by releasing cytokines. This inflammatory response was associated with an increased serotonin release. Mice injected with TNFα and IL-6 showed decreased food intake, associated with altered expression of inflammation-related genes in the hypothalamus. In addition, hypothalamic serotonin turnover showed to be elevated in treated mice.

**Conclusions:**

Overall, our results underline that peripheral inflammation reaches the hypothalamus where it affects hypothalamic serotoninergic metabolism. These hypothalamic changes in serotonin pathways are associated with decreased food intake, providing evidence for a role of serotonin in inflammation-induced anorexia.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12868-016-0260-0) contains supplementary material, which is available to authorized users.

## Background

Loss of appetite (anorexia) leading to insufficient food intake is often seen in chronic illnesses including cancer, HIV and COPD. A chronically elevated increased inflammatory tone is considered one of the major drivers of anorexia in these diseases. Studies suggest that an ongoing elevated inflammatory tone in the hypothalamus, displaying the highest density of various cytokine receptors in the brain [1], is implicated in these disturbances in food intake. Inflammatory mediators affect important orexigenic and anorexigenic regulators including NPY [2] and POMC [3, 4] peptides in the hypothalamus. Cytokines and other pro-inflammatory signalling molecules from the periphery are able to reach the hypothalamus passing the blood brain barrier (BBB) [5–7]. In addition, de novo synthesis of various cytokines in the hypothalamus has been reported [8]. To trigger these processes, sensing of peripheral signals in the adjacent median eminence [9, 10] and activation of hypothalamic microglial and astrocyte cells [11, 12] might be crucial.

We previously described changes in hypothalamic serotonin signalling in rodent tumour models displaying severe body wasting (cachexia). These changes in serotonin formation were inversely associated with food intake [13]. This is in line with findings in a variety of chronic illnesses, where increased hypothalamic serotonin has been implicated for its role in the development of disease-associated anorexia [14–17]. Hypothalamic serotonin plays an important role in food intake, since it is able to respond to peripheral signals on energy status [18–20] and it is able to modulate anorexigenic and orexigenic signalling in the hypothalamus. Serotonin is able to affect food intake via activation of the anorexigenic melanocortin system involving 5HT2c receptors [21] and by inhibition of the orexigenic NPYergic system [15, 22]. Furthermore, reduction of brain serotonin by reducing availability of its precursor tryptophan (TRP) (Fig. 1) has been shown to be beneficial in the treatment in anorexia during cancer [23].

**Fig. 1:**
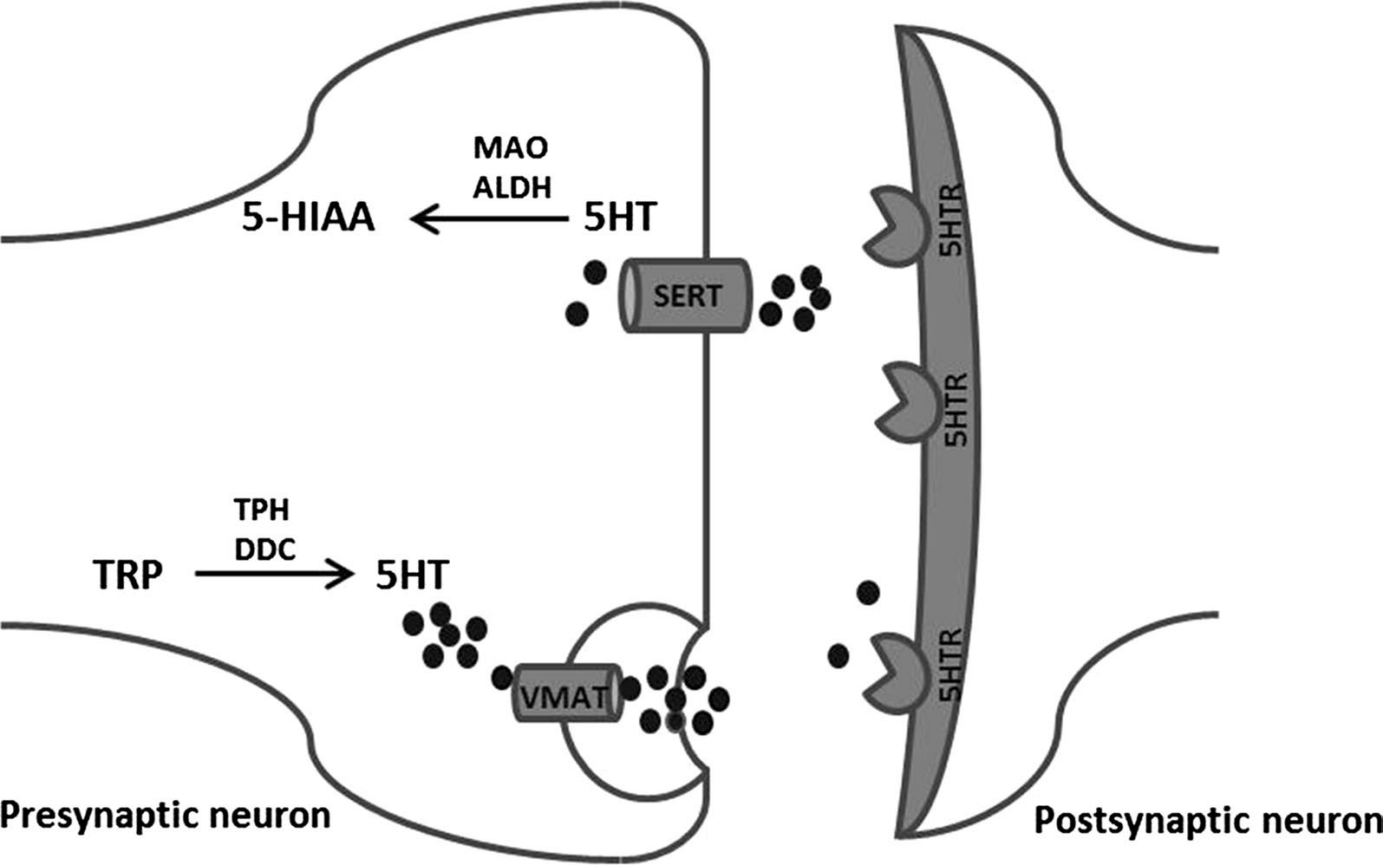
Serotonergic transmission in neurons. Conversion of tryptophan (TRP) to serotonin (5HT) is catalysed by TPH and DDC. Serotonin is then, by transportation via VMAT, stored into vesicles before it can be released into the synaptic cleft. There, serotonin signalling resulting from binding to serotonin receptors (5HTR) can be terminated by the reuptake of serotonin via SERT transporter. Once serotonin is taken up into the presynaptic neuron it is degraded by MAO and ALDH to 5-HIAA, which is considered a marker for serotonergic activity and measurable for a longer period compared to levels of secreted serotonin. *TRP* tryptophan, *TPH* tryptophan hydroxylase, *5-HT* serotonin, *5HTR* serotonin receptor, *5-HIAA* 5 hydroxyindolacetic acid, *DDC* dopadecarboxylase, *VMAT* vesicular monoamine transporter, *SERT* serotonin reuptake transporter, *MAO* monoamine oxidase, *ALDH* aldehyde dehydrogenase

In the present study, we investigated the anorexigenic effects of TNFα and IL-6, cytokines that are often elevated during chronic illness, on hypothalamic serotonin signalling. To test physiologically relevant concentrations of TNFα and IL-6 in illness, we included two combinations containing both TNFα and IL-6 that reflected plasma levels measured in C26 adenocarcinoma tumour-bearing mice or Lewis Lung tumour-bearing mice respectively [13, 24]. We show that these cytokines when administered intraperitoneally (ip) induce changes in the hypothalamic transcriptome consistent with changes in inflammatory pathways and serotonin signalling. Furthermore, these cytokines alter hypothalamic levels of serotonin’s main metabolite 5-HIAA (Fig. 1), indicating that synaptic serotonin release [25, 26] and serotonin turnover [27, 28] is affected by inflammation.

## Results

### IL-6, TNFα and LPS increase inflammatory markers, 5HT and 5-HIAA in hypothalamic cell lines

Exposure of hypothalamic cell lines hypoE-46 and hypoA2/12 to IL-6 (100 pg/ml), TNFα (100 pg/ml) and LPS (1 μg/ml) for 24 h stimulated serotonin (5HT) release into the medium. Furthermore, levels of intracellular 5-hydroxyindoleacetic acid (5-HIAA) were elevated after exposure to IL-6, TNFα and LPS in both cell lines. Both cell lines produced IL-6 when exposed to IL-6, since levels detected were four to sixfold higher than exposed levels. In addition, both cell lines produced MCP-1 when exposed to LPS and IL-6. Compared to IL-6 and LPS, TNFα showed to be less potent in inducing the production of MCP-1 and IL-6 (Fig. 2). No TNFα release was detected (data not shown) after exposure to IL-6, TNFα or LPS.

**Fig. 2:**
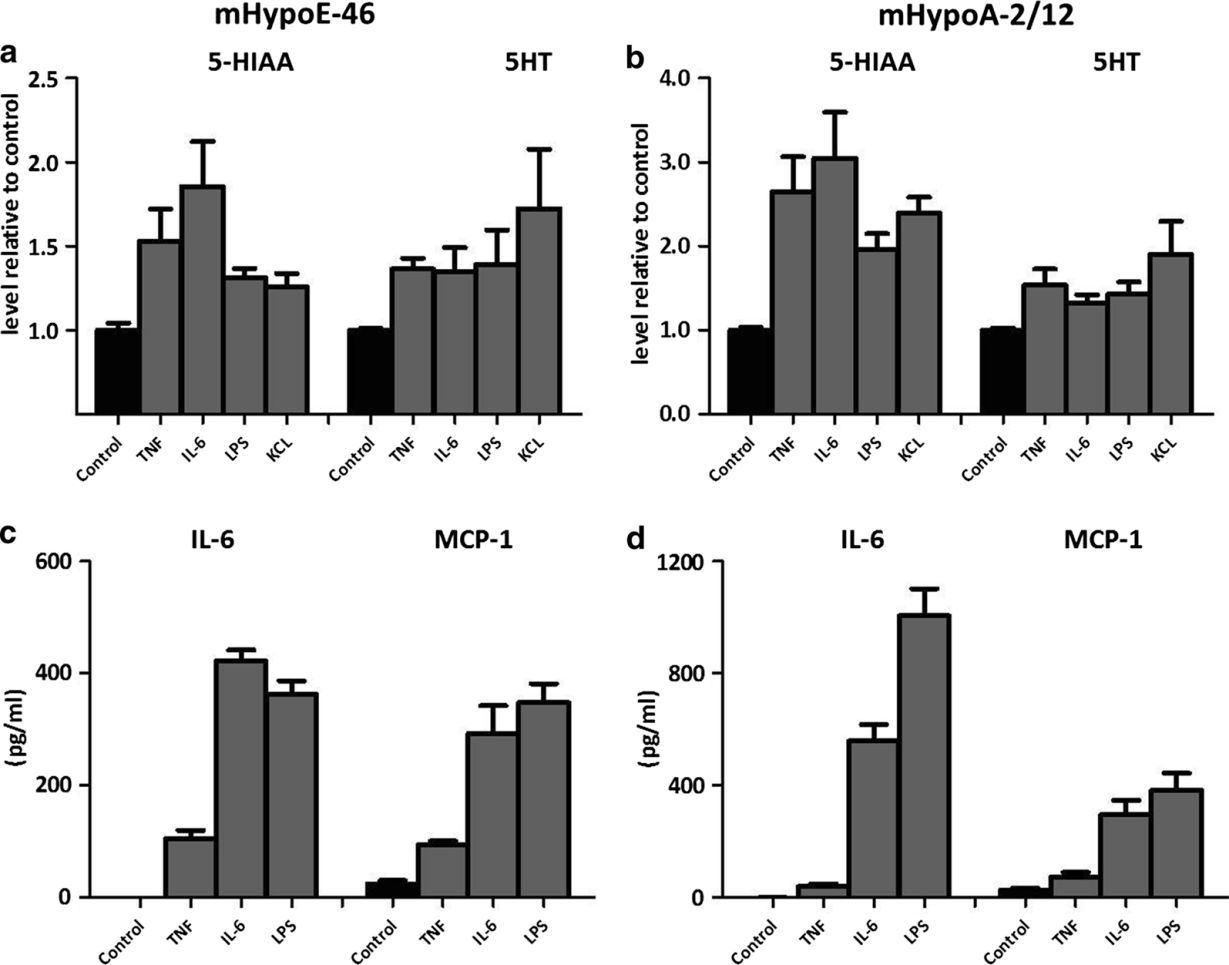
Effect of TNFα, IL-6 and LPS on 5-HIAA, 5HT, IL-6 and MCP-1 in HypoE-46 and mHypoA-2/12 cells. Murine derived hypothalamic cell lines were 24 h exposed to various concentrations TNFα (100 pg/ml), IL-6 (100 pg/ml) and LPS (1 μg/ml). KCL was used to depolarize cells (positive control for 5HT). **a**, **b** Intracellular 5-HIAA and secretion of 5HT in HypoE-46 (**a**) and HypoA-2/12 cells (**b**). **c**, **d** Production of IL-6 and MCP-1 in HypoE-46 (**c**) and HypoA-2/12 cells (**d**). All treatments were significantly different from untreated controls. Data are expressed as mean ± SEM (n = 3)

### IL-6 and TNFα reduce food intake in mice

Hourly food intake remained constant in control animals during the entire study period. In cytokine treated mice, food intake curves started to deviate from 2 h after injection, becoming significantly lower 4 h after injection in the TNFα, IL-6 high, IL-6 Low + TNFα and IL-6 High + TNFα groups, compared to controls (Fig. 3). These effects did not differ between cytokine treatments. After 5 h of injection, food intake between all groups was similar again.

**Fig. 3:**
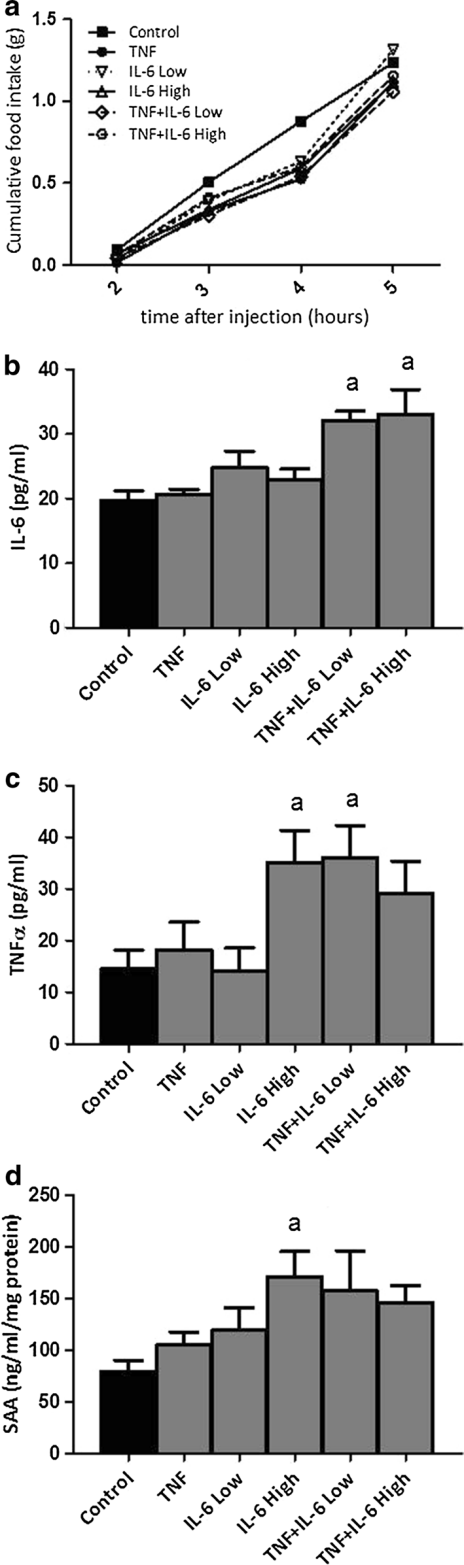
Effect of injection with TNFα, IL-6 or both on food intake and plasma cytokines. **a** Time course of food intake after injection with TNFα, IL-6 or both. **b**, **c** IL-6 and TNFα plasma levels 5 h after injection. **d** Level of serum amyloid 1 (SAA) in liver homogenates 5 h after injection. ^a^Significantly different from Control group (P < 0.05). Data is expressed as mean ± SEM (n = 12)

Plasma levels of cytokines and serum amyloid A levels in liver were measured 5 h after injection. There were three groups with significant changes in plasma TNFα, IL-6 or liver SAA levels: the two combination groups and the IL-6 high group. Plasma IL-6 was significantly higher in the two combination groups, while TNFα was increased in the IL-6 high and the TNF + IL-6 Low group. The elevation of the other combination group did not reach significance. Liver SAA was only significantly increased in the IL-6 high group (Fig. 3). Plasma levels of MCP-1, leptin, resistin, PYY, amylin, GIP, GLP-1 and insulin were not different between groups (Additional file 1: Figure 1). Ghrelin, pancreatic peptide and glucagon plasma levels were below detection limit of the assay.

### IL-6 and TNFα increase hypothalamic 5-HIAA and TRP

Total hypothalamic serotonin (5HT) tissue concentrations were not affected by injection with TNF and/or IL-6 5 h after injection. However, serotonin’s metabolite, 5-hydroxyindoleacetic acid (5HIAA), showed to be significantly elevated in hypothalamus homogenates of both the TNF + IL-6 Low and TNF + IL-6 High groups compared to controls (Fig. 4). These increases were more prominent than those following injection with TNF, IL-6 Low and IL-6 High alone. Tryptophan (TRP) showed to be significantly higher in mice injected with TNF + IL-6 High compared to controls. Hypothalamic levels of dopamine (DA) and its metabolite 3,4-dihydroxyphenylacetic acid (DOPAC) showed no differences between groups (Fig. 4).

**Fig. 4:**
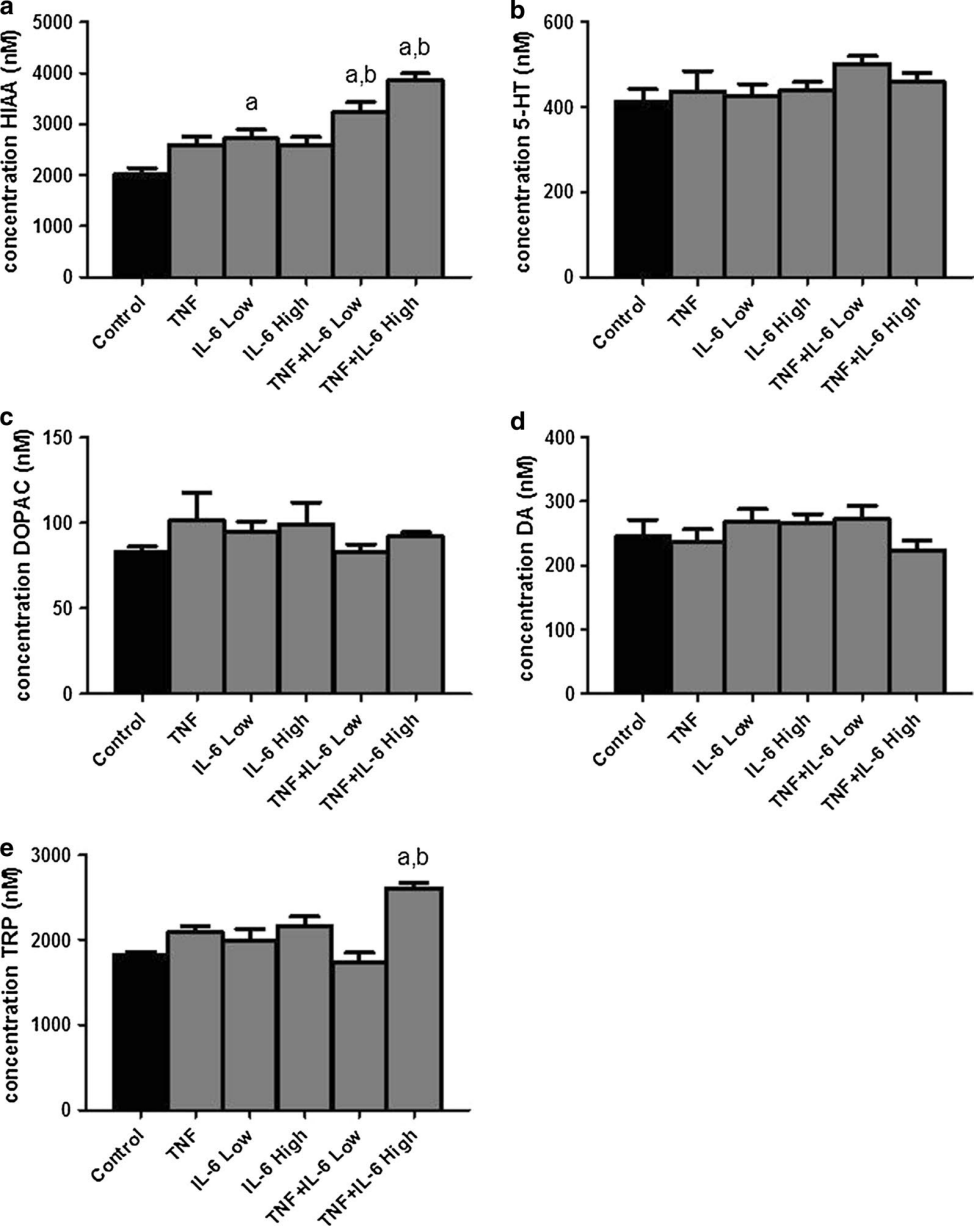
Levels of tryptophan, serotonin and dopamine and their metabolites in the hypothalamus. Effect of ip injection with TNFα, IL-6 or both on **a** 5-hydroxyindoleacetic acid (5HIAA), **b** Serotonin (5HT), **c** 3,4-dihydroxyphenylacetic acid (DOPAC), **d** Dopamine (DA) and **e** tryptophan (TRP). ^a^Significantly different from Control group (P < 0.05), ^b^significantly different from TNF, IL-6 Low and IL-6 High group (P < 0.05). Data is expressed as mean ± SEM (n = 6)

### Hypothalamic transcriptome analysis: IL-6 and TNFα have similar effects on serotonin signalling and inflammatory pathways

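Hypothalamic RNA of 36 mice, 6 in each of 6 groups, was measured 5 h after an intraperitoneal injection of 50 µl, with 1 Affymetrix Mouse Gene 1.1 ST array per mouse. Control mice received saline and the TNF group 15 pg TNFα. The IL-6 Low and IL-6 High groups received 50 and 800 pg IL-6, and the TNF + IL-6 Low and TNF + IL-6 High groups received the same doses together with 15 pg TNFα. The group mean of 964 genes differed from Control by a fold over 1.5 in at least 1 treated group. In the TNF group 99 genes were higher and 823 lower by this fold. Leaving out 1 array raised the number higher to 260 (TNF replicate 3) and the number lower to 1616 (TNF replicate 6). The counts higher and lower were 3 and 4 in IL-6 Low, 2 and 20 in IL-6 High, 26 and 19 in TNF + IL-6 Low, and 9 and 4 in TNF + IL-6 High. In these 4 groups 0, 3, 2 and 0 genes were lower without Control replicate 1 and 14, 48, 48 and 8 without Control replicate 6. The number higher was 15 in IL-6 Low and 41 in TNF + IL-6 Low without Control replicate 6. It was 16 in TNF + IL-6 Low without Control replicate 1, and 19 in TNF + IL-6 High without its replicate 1. In IL-6 High it was 1 without its replicate 1 and 3 without Control replicate 2. TNF replicate 4 stood apart from the other 35 arrays. The lower and upper quartiles of its log2 intensities were 5.49 and 6.65, against 3.99 to 4.17 and 7.33 to 7.54 for the others. Without it, 24 genes were higher and 9 lower in TNF, and 78 genes passed the fold in at least 1 group, a count of 40 without Control replicate 1 as well and of 136 without Control replicate 6 as well. With a further array left out, the number higher in TNF lay between 15 (Control replicate 1) and 47 (TNF replicate 3). The number lower in TNF lay between 2 (Control replicate 1) and 30 (Control replicate 6). The methods state that 1 TNF array with multiple spots was excluded and do not say which. TNF replicate 4 is the likely one, so the main results are also given without it.

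**Figure D1:**
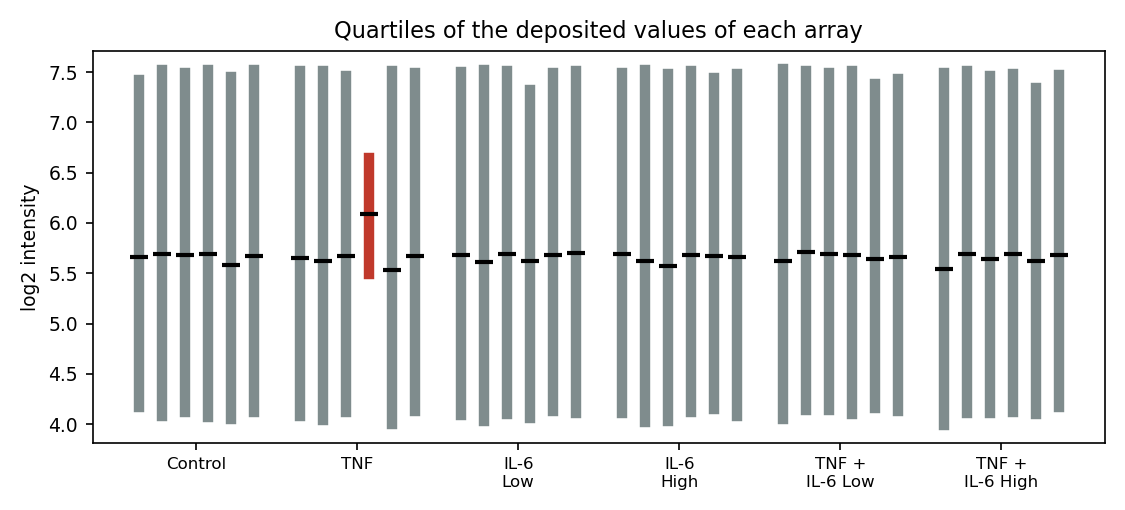
Lower quartile, median and upper quartile of the log2 intensities of each of the 36 arrays, by group and replicate. On TNF replicate 4 the quartiles are 5.49 and 6.65, while the lower quartiles of the other 35 arrays lie between 3.99 and 4.17.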

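Incenp, which encodes the inner centromere protein, had the smallest p among the genes higher in TNF, with a log2 difference of 0.47 (SE 0.09, adjusted p = 0.152 from limma). Tuba8, an alpha tubulin, and Fgf5, a fibroblast growth factor, were at 0.48 and 0.68, Psmg3 at 0.59 and Sowahb at 0.79. Among the genes lower in TNF, the smallest p belonged to Mks1, a protein of the ciliary transition zone, at -0.37. Krtap4-2, a hair keratin-associated protein, was at -0.74 (-0.45 without TNF replicate 4), Dnah12, an axonemal dynein, at -0.43, and the matrix proteins Ltbp4 and Fbln1 at -0.43 and -0.59. None of them passed. No gene had an adjusted p under 0.05 in any of the 5 groups, with all 36 arrays or without TNF replicate 4, by limma or by the intensity-based moderated statistic. At an unadjusted p under 0.05 limma gave 1563 genes in TNF, 63 in IL-6 Low, 98 in IL-6 High, 278 in TNF + IL-6 Low and 75 in TNF + IL-6 High, where chance gives 759.6. These counts were 804, 227, 319, 1452 and 322 without TNF replicate 4. The values are log2 intensities summarised by the authors with RMA for transcript clusters, the array's own probe sets. Of the 18820 genes read from them, 15192 had an intensity over 20 on at least 3 arrays and were tested. The same number was tested without TNF replicate 4. On that array 18567 genes were over 20, so it still counted toward the minimum for most genes there. The probe sets remapped to Entrez genes and the minimum of 7 probes per gene are described in the methods and were not used here. With all 36 arrays the precision was limited by TNF replicate 4, not only by the number of arrays. The median standard error of a log2 difference was 0.17 with that array and 0.10 without it.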

Expression of genes that were changed with a fold change greater than 1.5 compared to controls were compared among the different groups, resulting in a list of 118 genes (Figs. 5, 6, 7). From these genes, 87 genes showed to be altered in a similar direction (either up or down compared to controls) in at least 4 out of 5 treatment groups. Furthermore, 96 out of 118 genes were overlapping between animals from the TNF and IL-6 Low or IL-6 High groups. 

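Markers of meningeal fibroblasts, cells of the membranes around the brain, made up 14 of the 78 genes past a fold of 1.5 without TNF replicate 4. Pituitary and cerebellar markers made up 7 each, markers of cortex, hippocampus and thalamus 5, and markers of the dopaminergic neurons of the midbrain 4. In all, 45 of the 78 genes belonged to a list of cell type markers, or 25 of 40 when Control replicate 1 was left out as well. Single arrays carried part of this. Without Control replicate 1 there were 2 meningeal markers and 3 of cortex, hippocampus and thalamus. Meningeal markers numbered 22 without Control replicate 3. Pituitary markers numbered 3 without TNF + IL-6 Low replicate 3, and cerebellar markers 1 without TNF replicate 2. Midbrain markers numbered 2 without TNF replicate 5 and 8 without TNF replicate 6. The interferon response list held none of the 78 genes. Figs. 5 and 6 show 19 of the tested meningeal, 8 of the cerebellar and 7 of the pituitary markers, and 0 interferon-response genes. These figures were seen beforehand and come from the same arrays, so the shares of the lists are not independent evidence. The lists of IL-6 and STAT3 response and of TNF and NF-kB response held 1 each, the acute-phase gene Lcn2. Lcn2 was at a log2 difference of 0.70 in TNF + IL-6 Low, or 0.23 without TNF + IL-6 Low replicate 3. The same direction in at least 4 of the 5 groups was found for 669 of the 964 genes (69.4%) with all arrays and for 67 of the 78 genes (85.9%) without TNF replicate 4. Groups without any effect were simulated by permuting the residuals of the arrays against the same control arrays. There, the share was 69.6% ± 20.9 (SD over 100 draws) with 36 arrays and 81.5% ± 11.6 with 35. With 36 arrays the TNF residuals come from a group mean that holds TNF replicate 4. The draws then ranged from 22.1% to 99.7%, so the comparison with 36 arrays decides nothing. For the mean of the 5 treated groups, Incenp was at a log2 difference of 0.30 (SE 0.07), Timm8a1, a mitochondrial import protein, at 0.32, Mad2l1, of the spindle checkpoint, at 0.22, and Ripply2, a transcriptional repressor, at 0.27. Myl9, the regulatory myosin light chain of smooth muscle, was at -0.42 (SE 0.12), or -0.27 without Control replicate 1, Csf2rb2, a cytokine receptor subunit, at -0.32, Odf3b at -0.28, and Slc5a5, the sodium iodide symporter, at -0.25. None of these genes passed, with a smallest adjusted p of 1.00 from limma.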

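Without TNF replicate 4, 7 genes were lower by a fold over 1.5 in both TNF and IL-6 High, of 9 in TNF and 20 in IL-6 High. They were Kcnj13, a potassium channel of the choroid plexus, Fmod, the matrix proteoglycan fibromodulin, Slc13a4, a sulfate transporter, Slc6a20a, a proline transporter, the transcription factor Osr1, Aldh1a2, which makes retinoic acid, and the growth factor Igf2. Their number was 0 when Control replicate 1 was left out as well, and 25 when Control replicate 6 was. The log2 differences of Kcnj13 with all arrays were -0.76 in TNF (-0.50 without Control replicate 1 and -1.21 without Control replicate 6) and -1.02 in IL-6 High, and those of Fmod -0.84 and -0.92. No gene was higher by this fold in TNF and also in IL-6 Low or IL-6 High, with or without this array, while 3 and 2 genes were when Control replicate 2 was left out. The same direction in TNF and in IL-6 Low or IL-6 High, at any size, was found for 793 of the 964 genes (82.3%) and for 72 of the 78 genes (92.3%) without TNF replicate 4. In simulated groups without an effect this share was 83.1% ± 20.9 with 36 arrays and 88.4% ± 9.02 with 35 (SD over 100 draws). Here too the draws with 36 arrays, from 15.5% to 100.0%, decide nothing. Among the genes lower in IL-6 High, the smallest p values belonged to Adm, the vasodilator peptide adrenomedullin, at -0.53, Vipr2, a receptor of vasoactive intestinal peptide, at -0.38, Ptgis, prostacyclin synthase, at -0.32, and Slc16a12, a creatine transporter, at -0.39. Ercc8, of DNA repair, at 0.27, Rrp15, of ribosome assembly, at 0.22, Frmpd2 at 0.32 and Ucp3, a mitochondrial uncoupling protein, at 0.24 were higher in IL-6 High. None of these genes passed in IL-6 High, with a smallest adjusted p of 1.00 from limma.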

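Fmod, Slc13a4 and Myl9 were lower in each of the 5 treated groups. The log2 difference of Gh, which encodes growth hormone, from Control was 0.50 in TNF, 0.47 in IL-6 Low, 1.58 in IL-6 High, 2.08 in TNF + IL-6 Low and 1.50 in TNF + IL-6 High. It depended on single arrays in each group, at -0.04 in TNF without TNF replicate 6, -0.46 in IL-6 Low without IL-6 Low replicate 4, 0.99 and 1.00 in IL-6 High without its replicate 1 or 4, and 0.98 and 0.67 in the combinations with IL-6 Low and IL-6 High without their replicate 3. Without Control replicate 6 Gh was at 1.10 in TNF and 1.07 in IL-6 Low. For Slc13a4 the differences were -0.93, -0.44, -0.80, -0.71 and -0.24 in the same order. Leaving out 1 array gave Slc13a4 a difference from -0.71 (Control replicate 6) to -0.17 (IL-6 Low replicate 2) in IL-6 Low, -0.46 (Control replicate 1) in TNF + IL-6 Low, and from -0.51 (Control replicate 6) to 0.01 (Control replicate 1) in TNF + IL-6 High. Across genes, which are not independent replicates, the log2 differences of the 5 groups had a mean correlation of 0.374 over the 10 pairs of groups, or 0.498 without TNF replicate 4. The pairs without this array ranged from 0.377 between IL-6 High and TNF + IL-6 Low to 0.593 between IL-6 Low and TNF + IL-6 High. All 5 groups are compared with the same 6 control arrays. In simulated groups without an effect, set against shared controls in the same way, the mean correlation was 0.387 ± 0.164 (SD over 100 draws) with 36 arrays and 0.484 ± 0.0989 with 35. The draws with 36 arrays carry TNF replicate 4 in the TNF residuals and ranged from 0.124 to 0.851. When the 2 groups of a pair were each compared with a separate 3 of the 6 control arrays, the mean correlation was -0.0159 with 35 arrays, and 0.00116 ± 0.114 in the simulation. For differences among the 5 treated groups limma gave 0 genes at an adjusted p under 0.05 and 295 at an unadjusted p under 0.05 (512 without TNF replicate 4).

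**Figure D2:**
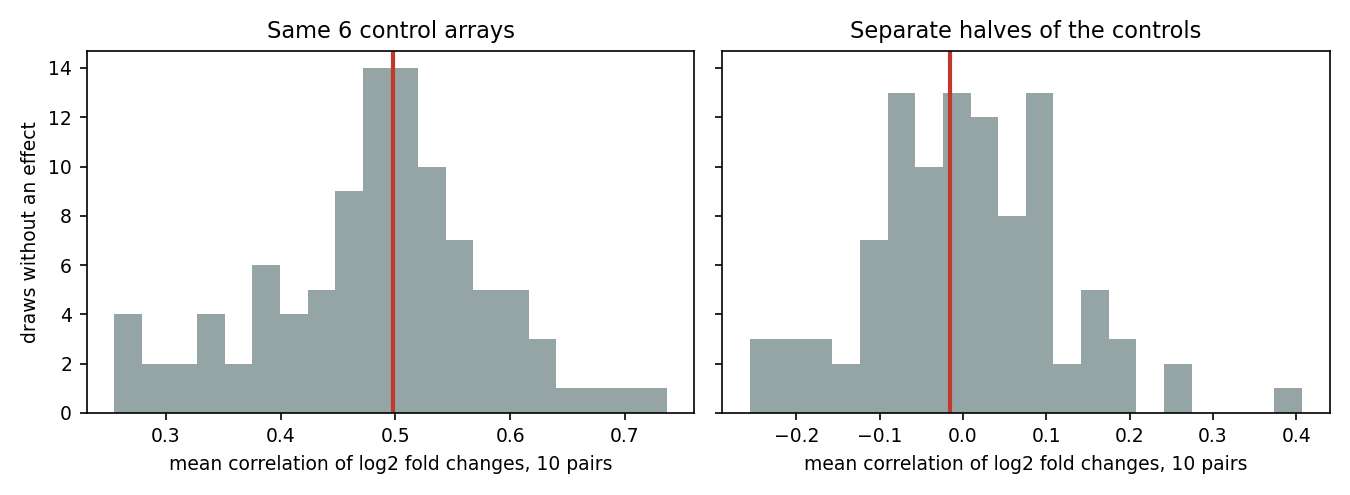
Histograms of the mean correlation of log2 differences between groups in 100 draws without an effect, with the same control arrays for all groups and with separate control arrays for the 2 groups of a pair, over 35 arrays. The red line is the observed value, 0.498 with shared controls and -0.0159 with separate ones.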

Altogether this shows that induced changes on gene expression were overall similar for treatment with TNF, IL-6 or the combination. 

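Tph2 encodes tryptophan hydroxylase 2, which catalyses the rate-limiting step of serotonin synthesis in neurons, and Slc6a4 the transporter that takes serotonin back up. The log2 intensity of Tph2 was 5.40 ± 1.82 (SD, n = 6) in TNF and 4.25 ± 0.33 (SD, n = 6) in Control, a difference of 1.15 (SE 0.56) with a two-sided exact permutation p = 0.193. Slc6a4 was at 5.30 ± 1.74 in TNF and 4.36 ± 0.27 in Control, a difference of 0.94 (SE 0.52, exact permutation p = 0.236). The limma adjusted p over all genes was 0.362 for both, and the smallest permutation p in TNF became 0.732 when adjusted over the 15 tests of Tph2, Slc6a4 and Npy. The control arrays had intensities from 13.3 to 25.8 for Tph2 and from 16.3 to 26.6 for Slc6a4, around the minimum of 20. In the other groups the differences of Tph2 were 0.19 in IL-6 Low, 0.31 in IL-6 High, -0.11 in TNF + IL-6 Low and 0.39 in TNF + IL-6 High, and those of Slc6a4 were 0.27, 0.16, -0.07 and 0.44 (exact permutation p from 0.325 to 0.989). The 5 highest intensities of Tph2 and of Slc6a4 were on the same arrays, 8.47 and 8.58 on TNF replicate 5, 6.86 and 7.00 on IL-6 High replicate 4, 6.94 and 6.53 on TNF + IL-6 High replicate 2, 6.70 and 5.83 on TNF replicate 4, and 5.70 and 5.69 on IL-6 Low replicate 6. Without TNF replicate 5 the differences in TNF were 0.53 and 0.29, and without TNF replicate 4 they were 0.89 and 0.84. With all arrays and without TNF replicate 4, both genes passed the fold of 1.5 in TNF and in no other group. Tph2 and Slc6a4 were at -0.07 and 0.06 in IL-6 Low without replicate 6 and at -0.07 and 0.09 in TNF + IL-6 High without replicate 2, and without replicate 4 of IL-6 High Tph2 and Slc6a4 were at -0.15 and -0.34 there.

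**Figure D3:**
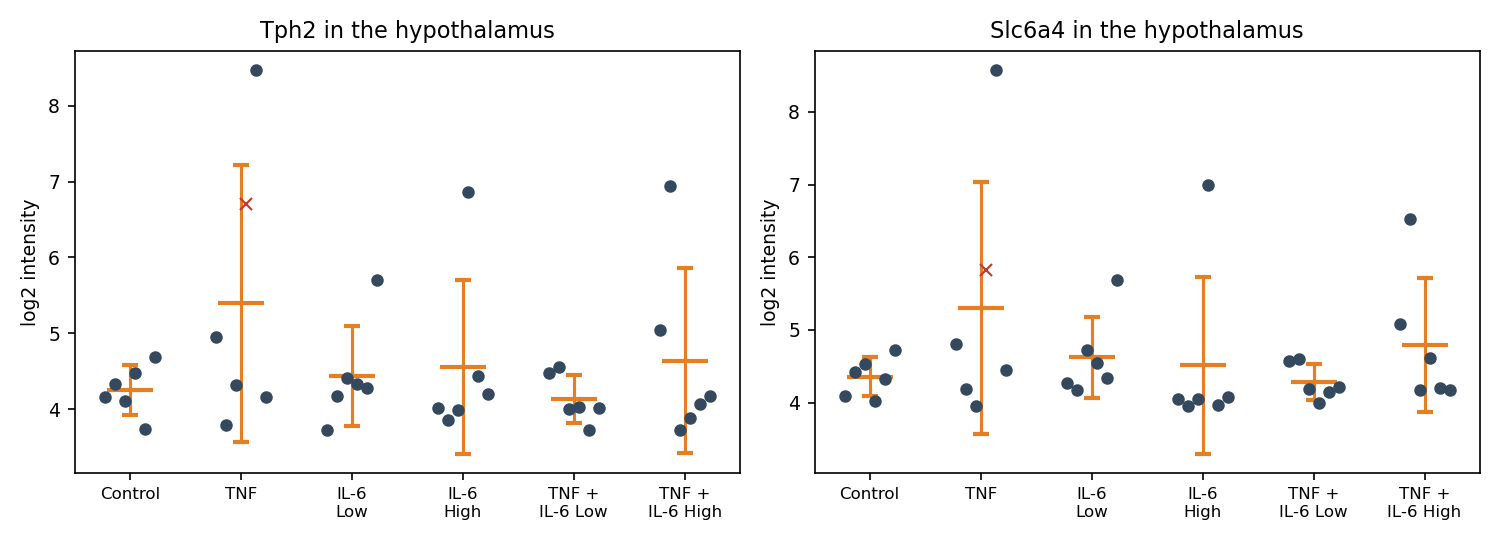
Log2 intensity of Tph2 and Slc6a4 on each of the 36 arrays by group, with the mean and SD of each group in orange and TNF replicate 4 as a red cross. On TNF replicate 5 Tph2 is at 8.47 and Slc6a4 at 8.58, and 3 of the other treated groups hold an array that stands above the rest.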

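Of 15 genes of serotonin synthesis, transport and breakdown, 8 were higher and 7 lower in TNF, and none passed over all genes or adjusted over the list alone. Camera gave the list an adjusted p = 0.126. In other groupings of the same 36 arrays, camera at the preset correlation called a median of 9 to 11 of the 32 lists. A small p from it alone therefore does not set a treatment apart from other groupings. When TNF replicate 4 was left out, 12 were higher and 3 lower (camera adjusted p = 0.00389), with an adjusted p = 0.411 with an estimated correlation and a camera adjusted p = 0.558 without TNF replicate 5 as well. Members of small p in TNF were Gch1 and Spr, which make the cofactor of tryptophan hydroxylase, at log2 differences of 0.45 and 0.22, and Tph1, the hydroxylase of peripheral tissues, at 0.54, which were 0.30, 0.18 and 0.31 without that array, and Spr was at 0.15 without Control replicate 1. Of 13 serotonin receptors, 7 were higher and 6 lower in TNF (camera adjusted p = 0.367), among them Htr5b at 0.46 and Htr3a at 0.38 (0.23 and 0.13 without TNF replicate 4), and none passed over all genes or adjusted over the list alone. Markers of the serotonergic neurons of the raphe nuclei, which lie in the brainstem, were higher in TNF for 11 of 12 genes, with a mean of 0.34 (camera adjusted p = 0.00193), or 0.15 without TNF replicate 5 (camera adjusted p = 0.0395). With an estimated correlation the adjusted p = 0.326. Among these, the glutamate transporter Slc17a8 was at 0.66 (SE 0.19), and 1 gene passed adjusted over the list alone, 0 without any 1 of Control replicates 3 and 5 and TNF replicates 4 and 5, and 0 over all genes. Adjusted over the list alone, 2 passed without TNF replicate 1 and 2 without TNF replicate 3. Of 11 genes of dopamine synthesis, transport, breakdown and receptors, 9 were higher and 2 lower in the mean of the 5 groups (camera adjusted p = 0.0193, or 0.111 without Control replicate 1 and 0.202 without Control replicate 5), with an adjusted p = 0.478 with an estimated correlation and none passing over all genes or adjusted over the list alone. On Control replicates 1 to 6 the dopamine genes had mean log2 deviations of -0.32, 0.19, -0.09, 0.28, -0.24 and 0.17. Markers of the dopaminergic neurons of the midbrain were at -0.51, 0.31, -0.21, 0.58, -0.26 and 0.08 there. Slc6a3, the dopamine transporter, belongs to both lists, and a relation between them was not tested. Within groups, the mean of Tph2 and Slc6a4 moved with 23 other markers of midbrain and hindbrain, 7 of them from the list of serotonergic neurons, across 35 arrays (Pearson r = 0.773, Spearman rho = 0.781, permutation p = 1e-05 for each, the smallest the permutations can give, 1.33e-05 when adjusted over 4 relations). Without IL-6 High replicate 4 and TNF replicate 5, the arrays farthest from the median, r was 0.601. Among arrays of the same position letter in the array name, r was 0.587 for E, 0.725 for F, 0.856 for G and 0.948 for H. With the 16 markers outside that list, r was 0.672 (Spearman rho = 0.706, permutation p = 1e-05 and 2e-05, not adjusted), 0.674 without Control replicate 1 and IL-6 High replicate 4, and 0.602, 0.488, 0.819 and 0.902 for E to H.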

More importantly, gene expression of rate-limiting enzymes involved in the synthesis of 5HT, including *Tph2* and expression of the serotonin-reuptake transporter, *Slc6a4*, were found to be among these highly upregulated genes. Strongly down-regulated genes included those of two important orexigenic regulators NPY and AgRP. 

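Npy, which encodes the orexigenic neuropeptide Y of the arcuate nucleus, had a log2 intensity of 8.39 ± 0.55 (SD, n = 6) in Control. Its mean was lower in each treated group, at 75.5% of Control in TNF, 72.5% in IL-6 Low, 84.2% in IL-6 High, 66.5% in TNF + IL-6 Low and 83.3% in TNF + IL-6 High. In log2 the differences were -0.40, -0.46, -0.25, -0.59 and -0.26, each with SE 0.30. Control replicate 1 weighed on them, and without it the differences of Npy were -0.22 in TNF, -0.28 in IL-6 Low, -0.07 in IL-6 High, -0.41 in TNF + IL-6 Low and -0.08 in TNF + IL-6 High, the last being -0.07 without replicate 2 of its own group. Without Control replicate 6 Npy was at -0.55 in TNF, -0.61 in IL-6 Low, -0.39 in IL-6 High and -0.73 in TNF + IL-6 Low. In TNF + IL-6 High it was at -0.41 without replicate 1 of that group. With all arrays the two-sided exact permutation p was 0.468, 0.0801, 0.435, 0.0238 and 0.442, and the smallest of them became 0.357 when adjusted over 15 tests. No group passed over all genes, with limma adjusted p from 0.384 to 1.00. TNF replicate 4 held the lowest value, 6.11, and without it Npy in TNF was at 98.0% of Control, a difference of -0.03. Across 35 arrays, the deviations of Npy from its group mean moved with those of a score of other hypothalamic genes (Pearson r = 0.861, Spearman rho = 0.863, permutation p = 1e-05 for each, the smallest possible, 1.33e-05 when adjusted over 4 relations). It was r = 0.779 without TNF + IL-6 High replicate 2 and IL-6 High replicate 4, and from 0.767 to 0.966 among arrays of the same position letter.

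**Figure D4:**
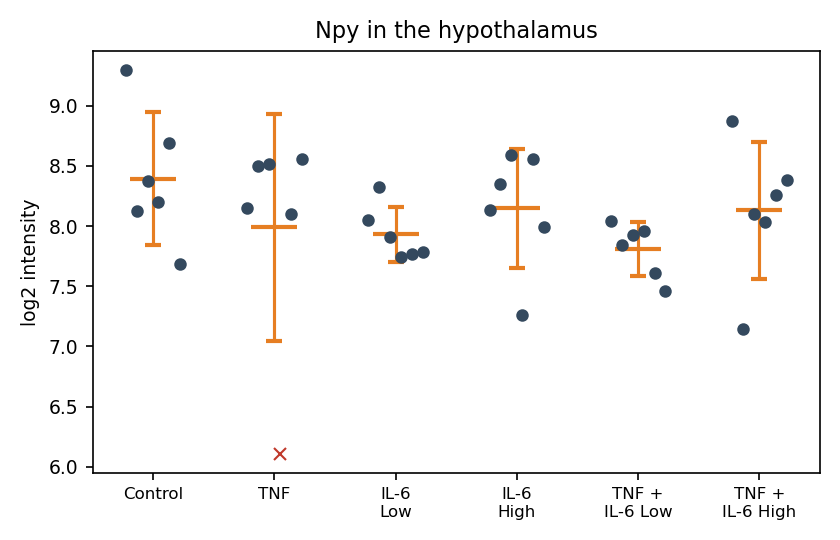
Log2 intensity of Npy on each of the 36 arrays by group, with the mean and SD of each group in orange and TNF replicate 4 as a red cross at 6.11. The 6 arrays of IL-6 Low and the 6 of TNF + IL-6 Low lie under the control mean of 8.39.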

Treatment effects showed to be similar for NPY and AgRP and these were most prominent in the IL-6 Low and TNFα + IL-6 Low groups (Figs. 5, 6, 7). 

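In IL-6 Low and in TNF + IL-6 Low, 0 of 6 arrays were above the control mean of Npy, while 2 of 6 were above it in IL-6 High and 1 of 6 in TNF + IL-6 High. The control mean itself depends on Control replicate 1, and against the mean of the other 5 control arrays, 8.21, the arrays above it numbered 1, 0, 3 and 3 in the order of the groups just named. The direct comparison of IL-6 High with IL-6 Low gave Npy a log2 difference of 0.22 (SE 0.30, adjusted p = 1.00 from limma), and differences among the 5 treated groups had an adjusted p = 0.908. Of 8 orexigenic neuropeptides, 7 were lower and 1 higher in TNF + IL-6 Low, with a mean of -0.24 (camera adjusted p = 0.0245, and adjusted p = 0.357 with an estimated correlation). The camera adjusted p = 0.0664 without TNF replicate 4, and it lay between 0.0578 and 0.144 when any 1 of Control replicates 1, 3 and 5 and TNF + IL-6 Low replicates 3 and 6 was left out. Gal, which encodes galanin, was at -0.44 (SE 0.24) in TNF + IL-6 Low, and Hcrt, which encodes the orexins, at -0.84 (SE 0.46) in TNF, or -0.14 without TNF replicate 4. In the mean of the 5 groups, 2 orexigenic neuropeptides were higher and 6 lower (camera adjusted p = 0.156). Of 19 anorexigenic neuropeptides and receptors, 7 were higher and 12 lower in this mean (camera adjusted p = 0.504), with the melanocortin receptor Mc4r at -0.14 (SE 0.08), or -0.08 without Control replicate 2. Other neuropeptides and regulators of the hypothalamus were lower for 19 of 23 genes both in IL-6 Low (mean -0.10, camera adjusted p = 0.00467) and in TNF + IL-6 Low (mean -0.18, camera adjusted p = 0.00133). With an estimated correlation these became adjusted p = 0.597 and adjusted p = 0.564. The call in IL-6 Low ended without Control replicate 1, Control replicate 5 or IL-6 Low replicate 3 (camera adjusted p = 0.336, 0.291 and 0.0596), and the mean was -0.05 without Control replicate 5 or IL-6 Low replicate 4 and -0.15 without Control replicate 6 or IL-6 Low replicate 2. In TNF + IL-6 Low it ended without Control replicate 1 (camera adjusted p = 0.0899) or TNF + IL-6 Low replicate 6 (mean -0.11, camera adjusted p = 0.134). Examples in TNF + IL-6 Low are Rax, a transcription factor of tanycytes, at -0.30, Vip, vasoactive intestinal peptide, at -0.25, and Hdc, which makes histamine, at -0.44, the last 2 being at -0.16 and -0.28 without Control replicate 1. No member of these 3 lists passed over all genes or adjusted over the list alone in these comparisons. On TNF + IL-6 Low replicates 1 to 6, other hypothalamic genes had mean log2 deviations of -0.09, -0.12, 0.05, -0.01, -0.37 and -0.52. Markers of cortex, hippocampus and thalamus were at 0.38, -0.01, 0.01, 0.24, 0.34 and 0.54 there. On Control replicates 1 to 6 the hypothalamic genes were at 0.14, -0.10, 0.10, -0.10, 0.22 and -0.26. The cortical markers were at -0.54, 0.14, -0.02, 0.01, -0.23 and 0.63. A relation between these lists was not tested.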

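Beyond these lists, genes of smallest p among those higher in IL-6 Low were Kcnk13, a potassium channel, at a log2 difference of 0.25, Cd248, or endosialin, at 0.27, Aldh3b3, an aldehyde dehydrogenase, at 0.86 (0.51 without IL-6 Low replicate 4) and Hcls1, a hematopoietic signalling protein, at 0.26. Lower in IL-6 Low were Apol10a at -0.41, the phospholipase Plcd3 at -0.26, Il17rc, a subunit of the interleukin-17 receptor, at -0.25, Ttc21a at -0.32 and Crlf2, a receptor of thymic stromal lymphopoietin, at -0.22. In TNF + IL-6 Low the genes Ttc30b, of intraflagellar transport, Frrs1, Cep44, Pxt1 and Zfp229 were at 0.40, 0.31, 0.35, 0.37 and 0.34. Lower in TNF + IL-6 Low were Myl9 at -0.62 (SE 0.16), Slc5a5 at -0.42, Odf3b at -0.43, Csf2rb2 at -0.48 and Il34, a ligand of the CSF1 receptor, at -0.36. In TNF + IL-6 High, Pxt1 was at 0.46, Sac3d1 at 0.31, Ccbe1, of lymphatic growth, at 0.33 and Sh3bgr at 0.52. Tmem86a was at -0.29 in this group, Mks1 at -0.25, the phospholipase Pla2g4e at -0.24, the thrombin receptor F2rl3 at -0.38 and Upk2, a uroplakin, at -0.28. None of these genes passed, the smallest limma adjusted p of these groups being 1.00. Tests of whether TNF and IL-6 Low, or TNF and IL-6 High, departed from additive effects gave 0 genes at an adjusted p under 0.05 from limma, and 338 and 413 at an unadjusted p under 0.05.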

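Of 10 tested genes that encode regulators such as Tgfb1, Irf3, Aldh1a2 and Prl, 2 were higher and 8 lower in the mean of the 5 groups (camera adjusted p = 0.47). Aldh1a2, the retinoic acid enzyme, was at a log2 difference of -0.72 (SE 0.36) in IL-6 High. Tgfb1, which encodes transforming growth factor beta 1, was at -0.17 (SE 0.11) in TNF + IL-6 Low, and Irf3, a transcription factor of the interferon response, at -0.14 (SE 0.10), or -0.09 without TNF + IL-6 Low replicate 5. Prl, the pituitary hormone prolactin, was at 1.74 (SE 1.10) in TNF + IL-6 Low, or 0.41 without TNF + IL-6 Low replicate 3. None passed over all genes or adjusted over the list alone. The study predicted these regulators with Ingenuity from the genes changed on the same arrays, by a z-score. The expression of a regulator's own gene is a different measure and does not test that prediction. Since the arrays are the same, the directions are not independent evidence either.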

Using Ingenuity, upstream regulators that were present in at least 3 treatment groups were listed (Table 1). Overall, this revealed an inflammatory profile of upstream regulators, which included cytokines IFNγ, TGFβ and IL-6 and the enzyme IKBKG which is an encoded protein of the IκB complex, and crucial for activating NFκB. 

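Targets of TGF-beta and genes of the extracellular matrix were lower in IL-6 High for 21 of 24 genes, with a mean of -0.18 (camera adjusted p = 6.96e-13). The call held with an estimated correlation (adjusted p = 0.0138), and without TNF replicate 4 that became adjusted p = 0.199. It did not hold with fry, which called 0 of the 32 lists in IL-6 High. Camera at the preset correlation called 9 lists in IL-6 High, and a median of 9 in other groupings of the same arrays. Tgfbi, a TGF-beta-induced matrix protein, was at -0.31 (SE 0.11), the collagen gene Col1a2 at -0.44 (SE 0.18), the growth factor Ccn2 at -0.46 (SE 0.23), or -0.30 and -0.29 without Control replicates 1 and 4, and Eln, elastin, at -0.25 (SE 0.13). Targets of SRF and its cofactors MRTF, genes of the contractile cytoskeleton such as Myl9 and Myh11, were lower in IL-6 High for 20 of 24 genes, with a mean of -0.15 (camera adjusted p = 3e-09, and adjusted p = 0.0269 with an estimated correlation, or adjusted p = 0.304 without TNF replicate 4). Their mean was -0.09 without Control replicate 1 and -0.10 without Control replicate 4. Markers of meningeal fibroblasts were lower in the same group for 32 of 32 genes, with a mean of -0.52. In TNF + IL-6 Low, 21 of 24 SRF targets were lower (camera adjusted p = 0.000131, or 0.0716 without Control replicate 1, and adjusted p = 0.343 with an estimated correlation), and 1 passed adjusted over the list alone, or 0 without any 1 of Control replicates 1 and 4 and TNF + IL-6 Low replicate 5. No other member of the lists given here passed adjusted over the list alone in the comparisons named, and none passed over all genes.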

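Of 47 interferon-response genes, 35 were lower and 12 higher in IL-6 High, with a mean of -0.06 (camera adjusted p = 0.000475, and adjusted p = 0.264 with an estimated correlation). The mean was -0.04 without Control replicate 4, and the camera adjusted p = 0.0517 without Control replicate 1. Ifit3, Samd9l and Gbp2, induced by interferons, were at log2 differences of -0.31, -0.29 and -0.23 (Samd9l at -0.18 without Control replicate 1 and -0.19 without IL-6 High replicate 3), and in TNF + IL-6 Low Oas1a was at -0.53 and Trim30a at 0.32. In TNF 28 were higher and 19 lower (camera adjusted p = 0.22), while 15 were higher and 32 lower without TNF replicate 4 (camera adjusted p = 0.00644, and adjusted p = 0.411 with an estimated correlation), a call that ended without Control replicate 1 or 4 as well (camera adjusted p = 0.137 and 0.0528). MHC class II genes were lower in IL-6 High for 6 of 7, among them H2-Aa at -0.53 (SE 0.26) and Cd74 at -0.32, or -0.16 and -0.21 without Control replicates 1 and 4 (camera adjusted p = 0.00423, or 0.117 and 0.0567 without Control replicates 1 and 5, and adjusted p = 0.19 with an estimated correlation). IL-6 and STAT3 response genes, such as Osmr, a receptor of oncostatin M, at -0.23 and Fgl2 at -0.44 (-0.28 without Control replicate 1), were higher for 7 and lower for 19 of 26 in IL-6 High (camera adjusted p = 0.0919). Leaving out TNF replicate 4 gave camera adjusted p = 0.0464, and adjusted p = 0.432 with an estimated correlation, and any 1 of Control replicates 1, 2, 4 and 5 and IL-6 High replicates 2, 5 and 6 left out as well gave a camera adjusted p from 0.0660 to 0.404. In TNF the gene Stat3 was at -0.50 (SE 0.27), or -0.05 when this array was left out. TNF and NF-kB response genes were higher in TNF for 20 of 29, with a mean of 0.11 (camera adjusted p = 0.00727, and adjusted p = 0.551 with an estimated correlation). Among them, Tnf was at 0.62 (SE 0.29), Lcn2 at 0.70 (SE 0.42) and the growth factor Csf1 at -0.32 (SE 0.12). Without TNF replicate 4 these genes were at 0.15, 0.42 and -0.16, and 15 of the list were higher and 14 lower (camera adjusted p = 0.318). No member passed over all genes or adjusted over the list alone in these comparisons. The paper lists the upstream regulators that Ingenuity gave in at least 3 treatment groups and calls their profile inflammatory, with IFNγ, TGFβ, IL-6 and IKBKG among them.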

The Ingenuity database used included 75 IFNγ target genes of which 19 out of 27 had an overlap with IL-6 target genes, which might explain the mutual presence of both these cytokines.

**Fig. 5:**
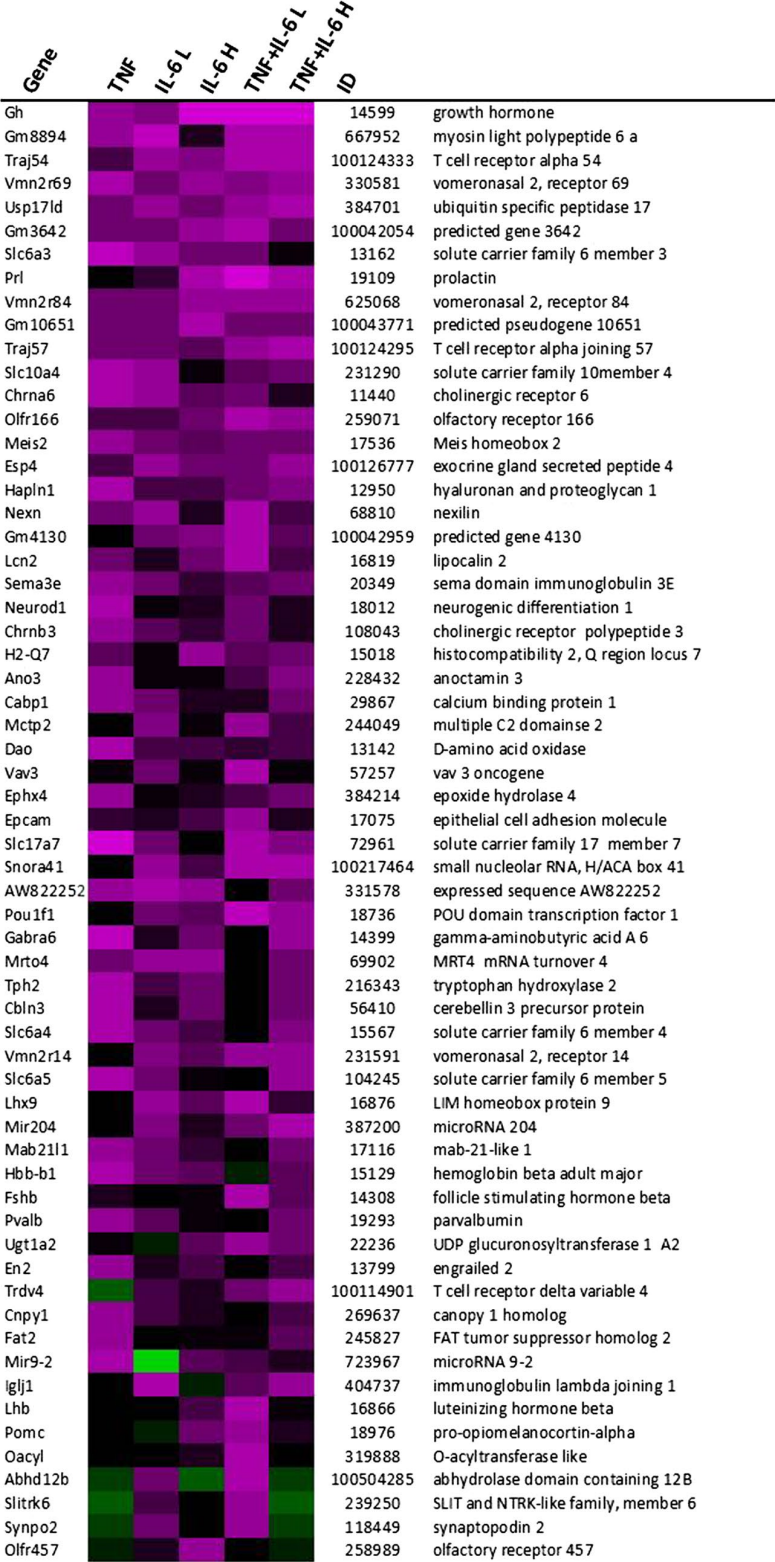
Gene expression changes in hypothalamus after ip injection with TNFα, IL-6 or both. Top upregulated genes and top downregulated genes in treated groups compared to control group. *Each row* represents a gene and *each column* represents a group of animals. *Magenta colour* indicates genes that were higher expressed as control and *green colour* indicates genes that were lower expressed as the control. *Black* indicates genes whose expression was similar to compared to control. ID: Entrez ID

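Of the genes read in Fig. 5, 44 were tested here, and 42 of them had a mean over the 5 groups above Control (43 without TNF replicate 4), with a median log2 difference of 0.30. The study chose these genes on the same arrays, so this count is not independent evidence. They include Slc6a3, the dopamine transporter, at 0.33 in the mean of the 5 groups, the nicotinic receptor subunits Chrna6 and Chrnb3 at 0.34 and 0.32, Gabra6 and Cbln3 of cerebellar granule cells at 0.45 and 0.40, and the pituitary hormone genes Gh and Prl at 1.23 and 0.78. Prl was at 0.52 in this mean without TNF + IL-6 Low replicate 3 and at 1.19 without Control replicate 6, while Slc6a3, Chrna6 and Chrnb3 were at 0.01, 0.17 and 0.15 without Control replicate 1 and at 0.63, 0.54 and 0.52 without Control replicate 4. Markers of the dopaminergic neurons of the midbrain were higher for 16 of 16 genes in this mean (camera adjusted p = 0.00068), or 9 of 16 without Control replicate 1 (camera adjusted p = 0.124), and for 15 of 16 in TNF, or 10 without TNF replicate 5, with Foxa2 at 0.69 (SE 0.34) in TNF, or 0.08 without TNF replicate 4. Cerebellar markers were higher for 15 of 20 genes in TNF, with a mean of 0.34 (camera adjusted p = 0.000116), or 0.12 without TNF replicate 2 (camera adjusted p = 0.0544). Neurod1 was at 0.92 (SE 0.31), or 0.46 without TNF replicate 2, and En2 at 0.69 (SE 0.22) in TNF, and 7 cerebellar markers passed adjusted over the list alone and 0 over all genes. Over the list alone none passed without any 1 of TNF replicates 2 and 4 and Control replicates 1, 3 and 6, and 3 and 4 passed without Control replicates 2 and 4. Hindbrain markers were higher for 8 of 9 genes in TNF (camera adjusted p = 0.00499, or 0.308 without TNF replicate 4). Markers of cortex, hippocampus and thalamus were higher for 11 of 16 genes in TNF + IL-6 Low, with a mean of 0.25 (camera adjusted p = 0.00133), among them Lhx9 at 0.73 (SE 0.30), and the mean was 0.14 without Control replicate 1 (camera adjusted p = 0.0510) and 0.38 without Control replicate 6. Pituitary markers were higher for 11 of 11 genes in TNF + IL-6 Low, with a mean of 0.80 (camera adjusted p = 1.54e-07), but for 3 of 11 with a mean of 0.05 without TNF + IL-6 Low replicate 3 (camera adjusted p = 0.911). With an estimated correlation these 5 lists had adjusted p = 0.478, 0.326, 0.326, 0.357 and 0.343 in the order given. On TNF + IL-6 Low replicate 3 the log2 intensities of Gh and Prl were 13.57 and 12.83, while Gh in Control was at 8.96 on replicate 6 and between 4.93 and 5.88 on the other 5 arrays. No other member of these lists passed adjusted over the list alone in the comparisons named. Of the tested members, 4 midbrain, 8 cerebellar, 1 hindbrain, 2 cortical and 7 pituitary genes are shown in Fig. 5 or Fig. 6.

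**Figure D5:**
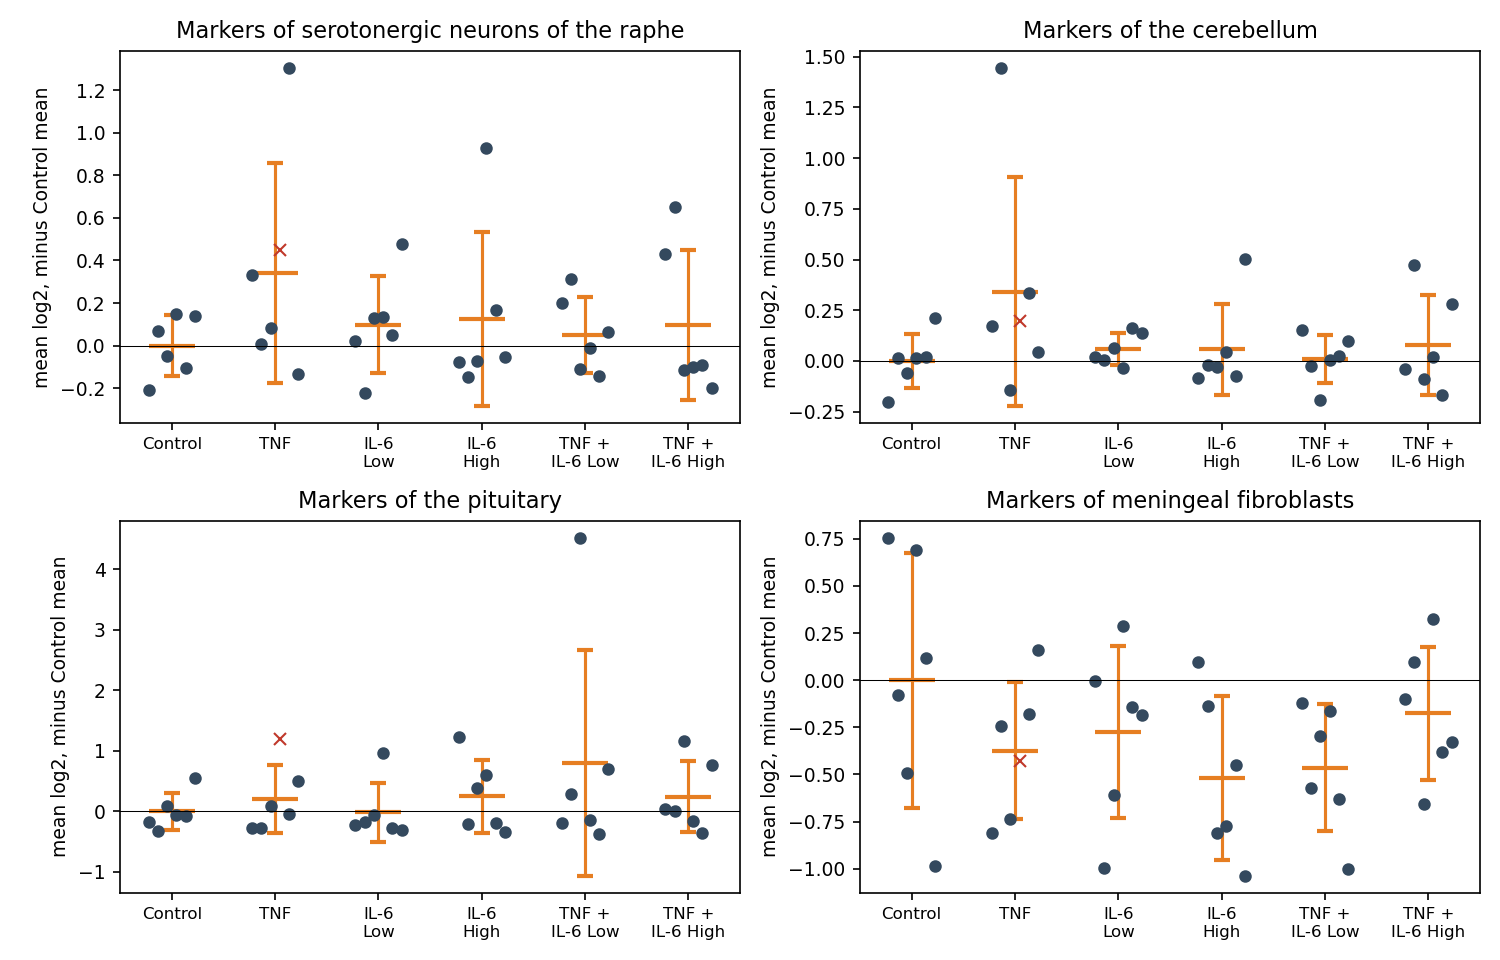
Marker scores, the mean log2 deviation of a list's genes, on each of the 36 arrays by group, with the mean and SD of each group in orange and TNF replicate 4 as a red cross. Single arrays stand above their group, such as TNF + IL-6 Low replicate 3 in the pituitary score at 4.53 and TNF replicate 2 in the cerebellar score at 1.45.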

**Fig. 6:**
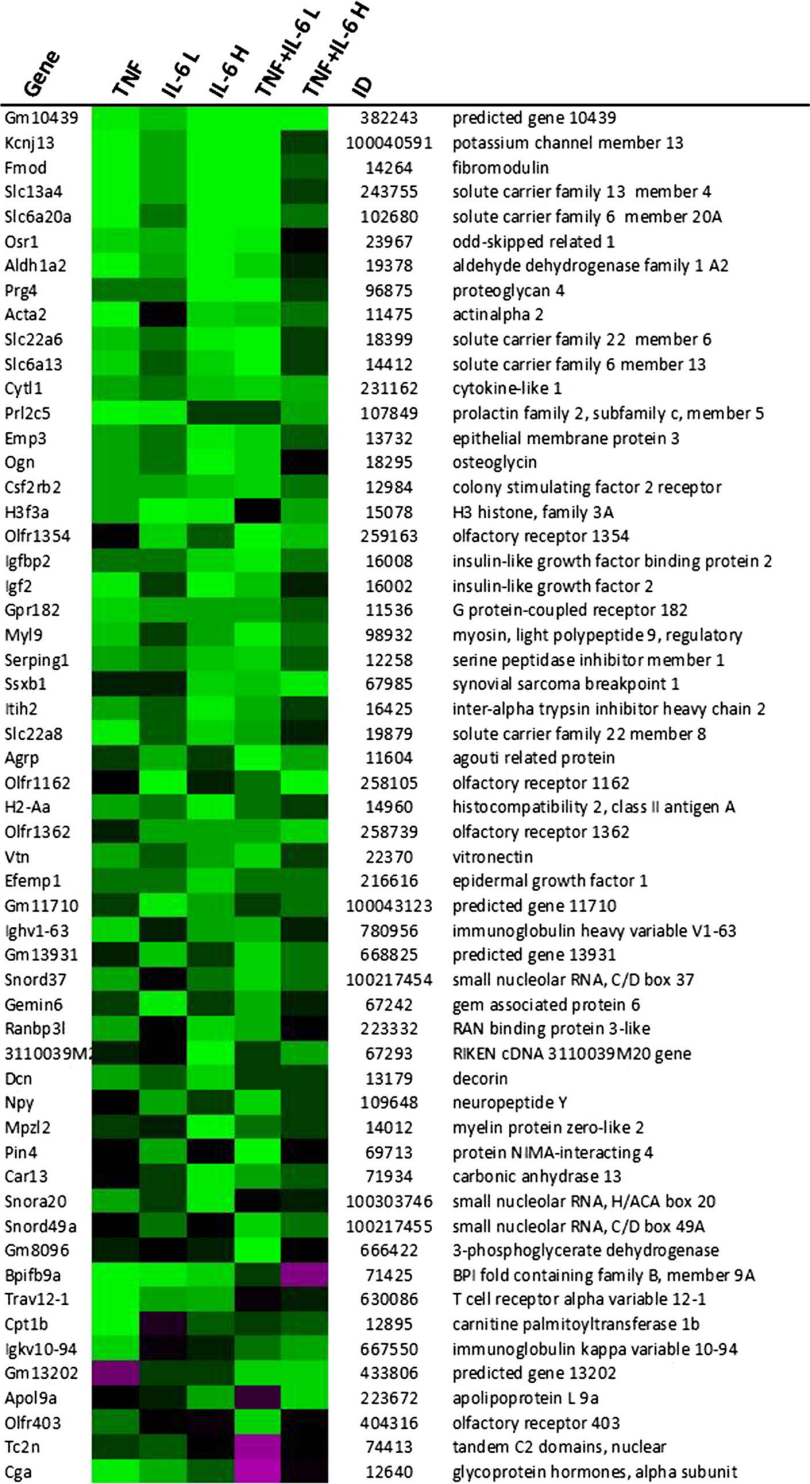
Gene expression changes in hypothalamus after ip injection with TNFα, IL-6 or both. Top upregulated genes and top downregulated genes in treated groups compared to control group. *Each row* represents a gene and *each column* represents a group of animals. *Magenta colour* indicates genes that were higher expressed as control and *green colour* indicates genes that were lower expressed as the control. *Black* indicates genes whose expression was similar to compared to control. ID: Entrez ID

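Of the genes read in Fig. 6, 39 were tested here, and 37 of them had a mean over the 5 groups below Control (36 without TNF replicate 4), with a median log2 difference of -0.40. The study chose these genes on the same arrays, so this count is not independent evidence. They include Ogn, the proteoglycan osteoglycin, at -0.47 in the mean of the 5 groups, Dcn, decorin, at -0.37 and Acta2, the smooth muscle actin, at -0.49. In the same order they were at -0.19, -0.22 and -0.19 without Control replicate 1 and at -0.27, -0.24 and -0.28 without Control replicate 4, and Ogn was at -0.90 without Control replicate 6. Markers of meningeal fibroblasts were lower for 32 of 32 genes in this mean, by a mean log2 difference of -0.36 (camera adjusted p = 2.31e-22, and adjusted p = 0.375 with an estimated correlation). The mean was -0.21 without Control replicate 1, -0.22 without Control replicate 4 and -0.56 without Control replicate 6. The study shows 19 of the 32 in its figures. By group, 28 of 32 were lower in TNF, 32 in IL-6 Low, 32 in IL-6 High, 32 in TNF + IL-6 Low and 29 in TNF + IL-6 High, the last being 19 and 18 without Control replicates 1 and 4. In IL-6 High the call held with an estimated correlation (adjusted p = 0.0138, or adjusted p = 0.199 without TNF replicate 4), but not with fry. There Slc22a6, an organic anion transporter, was at -0.67 (SE 0.26). Serping1, the inhibitor of complement C1, was at -0.55 (SE 0.23), or -0.34 without Control replicate 1, and Emp3 was at -0.66 (SE 0.28). Smooth muscle and pericyte markers were lower for 13 of 16 genes in IL-6 High (camera adjusted p = 4.58e-05, or 0.117 without Control replicate 1, and adjusted p = 0.24 with an estimated correlation), with Myh11, smooth muscle myosin, at -0.46 (SE 0.23), or -0.24 without Control replicate 1. Endothelial markers were lower for 14 of 14 genes in IL-6 High, with a mean of -0.19, or -0.12 without IL-6 High replicate 3 (camera adjusted p = 3e-09 with all arrays, and adjusted p = 0.102 with an estimated correlation), and the tight junction gene Cldn5 was at -0.29, or -0.18 without IL-6 High replicate 5. Choroid plexus markers were higher for 4 and lower for 9 of 13 genes in the mean of the 5 groups (camera adjusted p = 0.991). No member of these lists passed over all genes, and in IL-6 High none passed adjusted over the list alone. In the mean of the 5 groups 1 smooth muscle gene, Myl9, passed adjusted over the list alone, but not without Control replicate 1 or 4.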

**Fig. 7:**
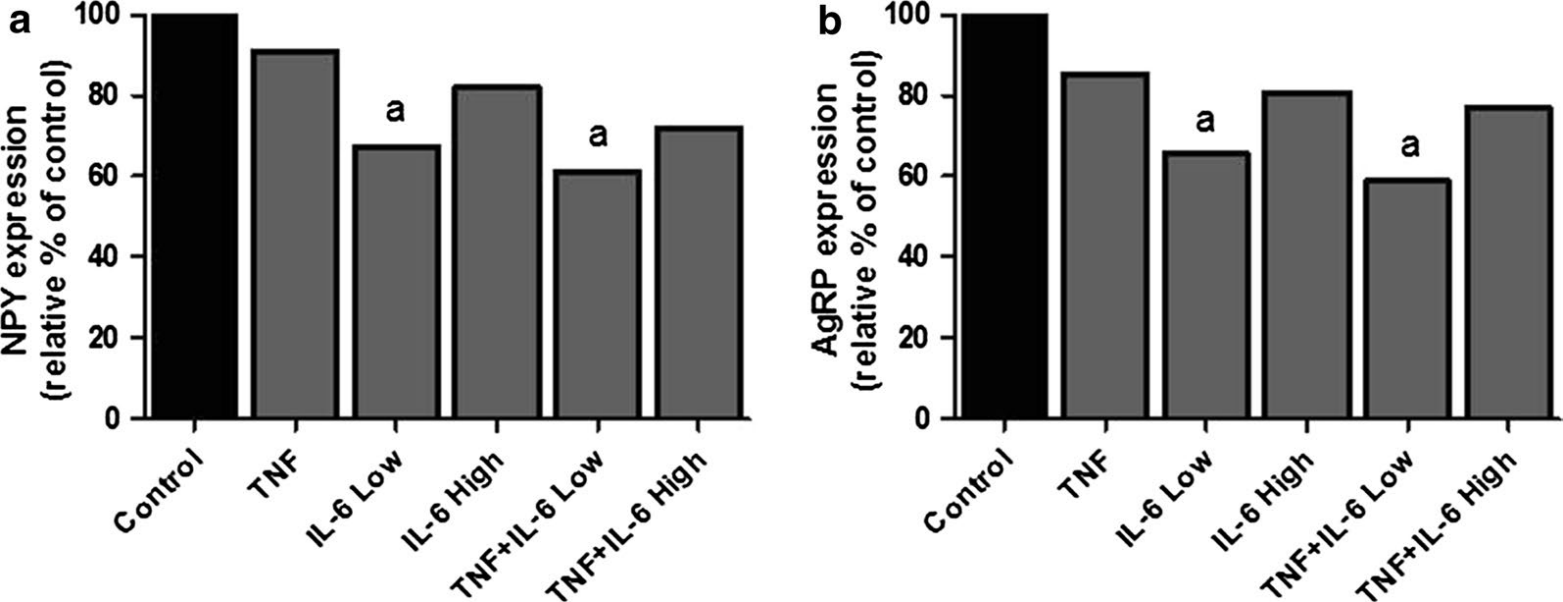
Gene expression changes in hypothalamus after ip injection with TNFα, IL-6 or both. **a**, **b** Relative gene expression compared to control group of NPY and AgRP. ^a^Significantly different from Control group (P < 0.05), *AgRP* agouti related protein, *NPY* neuropeptide Y (n = 6)

**Table 1:** Upstream regulators in hypothalamus after ip injection with TNFα and IL-6

Upstream regulators					
	TNF	IL-6 low	IL-6 high	TNF + IL-6 low	TNF + IL-6 high
Cytokines			IFNG	IFNG	
	IFNG	IFNG	IL6	IL6	
	IL6	IL6	PRL	PRL	IFNG
	TGFB1	PRL	TGFB1	TGFB1	TGFB1
Enzymes			TGFBR1	TGFBR1	
		TGFBR1	IKBKG	IKBKG	
	TGFBR1	IKBKG	ALDH1A2	ALDH1A2	
	ALDH1A2	PARP9	PARP9	PARP9	TGFBR1
Transcription factors			SRF		
			MKL1	SRF	
	SRF		SMAD7	MKL1	
	MKL1	SMAD7	CEBPB	CEBPB	SRF
	STAT1	CEBPB	STAT1	STAT1	MKL1
	IRF3	IRF3	IRF3	IRF3	SMAD7

## Discussion

Decreased food intake (anorexia) often occurs during conditions characterized by an elevated inflammatory response. In this study we investigated the role of serotonin in this decreased food intake during inflammation. Here, we show that both in vitro and in vivo hypothalamic inflammation is associated with increased serotonergic activity. Overall supporting the viewpoint that changes in hypothalamic 5HT signaling are involved in anorexia resulting from inflammation.

Interestingly, we found that the two hypothalamic cell lines used here (HypoE-46 and HypoA-2/12), which are derived from different neuronal populations of the hypothalamus, the PVN [29] and the ARC [30] respectively, are able to produce inflammatory mediators when exposed to LPS, TNFα or IL-6. Upon exposure to IL-6 and TNFα, neurons responded by the production of IL-6 and MCP-1, but not TNFα. MCP-1 production is regulated by IL-6, suggesting that MCP-1 production upon exposure to TNF might also involve the production of IL-6 [31].

So far, studies on hypothalamic inflammation have primarily focussed on the role of microglial and astrocyte activation [11, 12, 32, 33]. However, it has been shown before that neurons also express high levels of various cytokines [34] and that synthesis of cytokines occurs in response to blood-borne inflammatory mediators [35]. This suggests that neurons may play a significant role in development and sustainment of hypothalamic inflammation. Furthermore, we showed that this inflammatory response in hypothalamic neurons coincided with elevated serotonin secretion and increased intracellular 5-HIAA levels, reflecting an increase in serotonin turnover. In the mice, injection with combinations of TNFα and IL-6 resulted in increased hypothalamic 5-HIAA levels, while tissue serotonin levels did not differ from controls. A possible explanation for this apparent difference could be that in cell experiments, secreted serotonin was measured. However, in total tissue homogenates, intracellular serotonin cannot be distinguished from serotonin released into the synaptic cleft. Therefore, total tissue homogenate levels of serotonin do not properly reflect its release, which has also been reported for other monoamines and catecholamines [36]. However, 5-HIAA, the stable metabolic end product of 5HT is considered to be a good reflection for serotonin release [37–39] and therefore widely acknowledged as marker for serotonergic activity [25, 26].

Levels of 5-HIAA are measured in different matrices, models and diseases, including various forms of depression and aggressive behaviour disorders, where measurement of 5-HIAA gives better results than that of serotonin. Alterations on 5-HIAA are more pronounced and long-lasting, while changes on serotonin can be rapidly diminished [27, 40–42].

In the current experimental setting, 5 HT and metabolites were measured 5 h after cytokine injection and it could be that alterations of serotonin levels had already diminished by then. A similar reasoning might explain why elevated levels of serotonin’s precursor, tryptophan (TRP), were only prominent in mice injected with the combination of the highest dose of IL-6 and TNFα. Tryptophan levels have been reported to rise upon injection with cytokines depending on the type of inflammatory stimulus used. However at the same time, this inflammatory response is associated with increased TRP breakdown by indoleamine 2,3-dioxygenase (IDO), to synthesize kynurenine [43, 44].

In plasma, levels of TNFα and IL-6 were not elevated in the groups treated with a single cytokine. However, when these cytokines were given in combination, high levels of IL-6 and TNFα were measured. It is likely that clearance of the administered cytokines already occurred within 5 h following injection. For both TNFα and IL-6, complete clearance from the circulation has been reported to occur within 6 h after ip injection [45, 46]. Furthermore levels of these cytokines have different temporal profiles, with TNFα plasma being fast responsive and also more rapidly cleared than IL-6 from the blood, but at the same time being more persistent in hypothalamus than IL-6 [47, 48].

Food intake showed to decrease in all treated groups and there was no difference between the treatments. It appears that the lowest dose of IL-6 was sufficient to induce an anorexigenic effect and that higher doses produced no additional anorexigenic activity. This is in line with other reports showing that in contrast to other IL-6 effects, there is no clear dose-dependency of IL-6 when it comes to its activity on food-intake [49, 50].

Whole genome gene expression profiles from the hypothalamus and the predicted inflammatory transcriptional regulators showed a high overlap between TNFα, IL-6 and combination groups, indicating that responses of the different treatments were similar. This might be explained by a production of similar cytokines by the host in response to injection with IL-6 or TNFα. In hypothalamic tissue homogenates, increased levels of IL-6 have been reported after injection with TNFα [51], which suggests that injection with TNFα also leads to activation of IL-6 signalling pathways. The strong down-regulation of expression of two important orexigenic neuropeptide regulators NPY and AgRP also showed to be similar between groups and corresponded to lower food intake in treated groups. This decrease in expression induced by TNFα or IL-6 supports findings that have been reported in a variety of experimental models including hypothalamic injection with TNFα and genetic overexpression of hypothalamic IL-6 [52, 53].

Gene expression of two genes involved in serotonin signalling, showed to be upregulated in mice treated with TNFα and IL-6. Serotonin has been reported to have an inhibiting action on NPY [13, 54, 55], suggesting that the increase in serotonergic activity measured in treated mice, might be responsible for the effects on lower NPY expression in these mice.

## Conclusions

In summary, we show that TNFα and IL-6 induce similar inflammatory responses in the hypothalamus and similar effects on food intake. This anorexigenic effect of TNFα and IL-6 showed to coincidence with increased hypothalamic serotonergic activity, providing further evidence for a role for serotonin in inflammation-induced anorexia.

## Methods

### Cell culture and in vitro studies with IL-6, TNFα and LPS

Murine derived hypothalamic neuronal cell lines hypoE-46 and hypoA2/12 (CELLutions Biosystems Inc. Canada) were grown and maintained in DMEM supplemented with 10 % heat-inactivated fetal calf serum, 100 U/ml penicillin and 100 μg/ml streptomycin at 37 °C under 5.0 % CO_2_. Cells were grown in monolayers to 90 % confluency. Then medium was replaced by serum-free DMEM containing penicillin and streptomycin. After 4 h, cells were exposed to LPS (1 μg/ml), TNFα (100 pg/ml), IL-6 (100 pg/ml) for 24 h, or KCl (60 mM) for 15 min. After exposure, supernatant was collected to measure levels of serotonin (BAE-5900, LDN, Nordhorn, Germany), IL-6 (DY406, Abingdon, UK), TNFα (DY410, Abingdon, UK) and MCP-1 (DY479, R&D systems, Abingdon, UK) by enzyme-immuno assay. Cells were homogenized in 40 mM Tris, 1 mM EDTA, 5 mM EGTA and 0.50 % Triton X-100. Homogenates were used to measure 5-hydroxyindoleacetic acid (5-HIAA) by ELISA (MBS261481, MyBiosource, Breda, The Netherlands) and corrected for total protein content (Pierce Bicinchoninic acid Rockford, IL, USA). Cytotoxicity was determined by measuring LDH leakage and cell viability using an XTT conversion assay after 48 h of exposure (Roche Diagnostics, Mannheim, Germany). All experiments were performed three times in quadruplicate.

### Animals

C57BL/6 male mice (Harlan, Horst, The Netherlands), weighing approximately 20 g, were individually housed 1 week before start of the experiment. Mice were maintained on a 12 h light:12 h dark cycle in a climate-controlled room (21 ± 1 °C). Standard diet was ad libitum available during the entire experiment from one hour prior to dark phase until start of the light phase (Arie Blok B.V., Woerden, and The Netherlands). Water was freely available 24 h a day. Food intake, water intake and body weight were monitored daily from 1 week prior to the end of the experiment.

All experimental procedures were made in accordance with the European Community guidelines for the use of laboratory animals and complied with the principles of good laboratory animal care.

### Experimental set-up

Mice were injected intraperitoneal (ip) with 50ul of saline vehicle (G-Biosciences, St. Louis, USA), TNFα (Peprotech, London, UK), IL-6 (Peprotech, London, UK), or both TNFα and IL-6. The study included 6 groups: Control, TNFα, IL-6 Low, IL-6 High, TNFα + IL-6 Low and TNFα + IL-6 High (Table 2). The rationale to study different doses and combinations of IL-6 was based on our previous observations in mouse tumour models and the generally recognized central role of IL-6 as link between cancer and inflammation [13, 24]. Combinations TNF + IL-6 Low and TNF + IL-6 High reflect plasma levels measured in C26 tumour-bearing mice and Lewis Lung tumour-bearing mice respectively. Each group included 12 mice, of which 6 mice were used for determination of hypothalamic metabolites and 6 mice were used for hypothalamic gene expression analysis. Mice were injected 1 h prior to the dark phase. Five hours after injection, blood was collected by cardiac puncture under general anaesthesia. After sacrifice, brain, hypothalamus and organs were weighted, frozen in liquid nitrogen and stored at −80 °C.

**Table 2:** Experimental groups

Group	Nr of mice	Treatment (IP injection 50 μl sodium chlorine)
Control	12	Sodium chloride 0.9 %
TNF	12	15 pg TNFα
IL-6 low	12	50 pg IL-6
IL-6 high	12	800 pg IL-6
TNF + IL-6 low	12	50 pg IL-6 + 15 pg TNFα
TNF + IL-6 high	12	800 pg IL-6 + 15 pg TNFα

### Hypothalamic metabolites 5-HT, 5-HIAA, DA, DOPAC and TRP

Hypothalamus tissue was homogenised by sonication in 10 μl of 0.5 M perchloric acid per mg of tissue and stored at −80 °C until analysis. Concentrations of DA, 5-HT, DOPAC, 5-HIAA and TRP were determined by HPLC with tandem mass spectrometry (MS/MS) detection, using deuterated internal standards of the analytes. Of each LC–MS sample, an aliquot was injected onto the HPLC column by an automated sample injector (SIL10-20AC-HT, Shimadzu, Japan). Chromatographic separation was performed on a SynergiMax column (100 × 3.0 mm, particle size 3 μm) held at a temperature of 35 °C. The mobile phases consisted of A: ultrapurified H_2_O + 0.1 % formic and B: acetonitrile: ultrapurified H2O (75:25) + 0.1 % formic acid. Elution of the compounds proceeded using a suitable linear gradient at a flow rate of 0.3 ml/min. The MS analyses were performed using an API 4000 MS/MS system consisting of an API 4000 MS/MS detector and a Turbo Ion Spray interface (Applied Biosystems, the Netherlands). The acquisitions on API 4000 were performed in positive ionization mode for 5-HT, DA and TRP and in negative mode for 5-HIAA and DOPAC, with optimized settings for the analytes. The instrument was operated in multiple-reaction-monitoring (MRM) mode.

Data were calibrated and quantified using the Analyst data system (Applied Biosystems, version 1.6.2, the Netherlands). Concentrations in experimental samples were calculated based on the calibration curve in the corresponding matrix.

### Hypothalamic transcriptomics (microarray)

Total RNA from the hypothalamus was isolated by using RNeasy Lipid tissue kit (Qiagen, Venlo, The Netherlands). RNA concentrations were measured by absorbance at 260 nm (Nanodrop). RNA quality was checked using the RNA 6000 Nano assay on the Agilent 2100 Bioanalyzer (Agilent Techologies, Amsterdam, The Netherlands) according to the manufacturer’s protocol. For each mouse, total RNA (100 ng) was labelled using the Ambion WT expression kit (Life Technologies, Bleiswijk, The Netherlands). Micro-array experiments were performed by using Affymetrix Mouse Gene 1.1 ST arrays. In the TNFα treated group, 1 sample gave multiple spots on the array and was therefore excluded from analysis. Array data were analysed using an in-house, on-line system [56]. Briefly, probesets were redefined according to Dai et al. [57] using remapped CDF version 18.0.1 based on the Entrez Gene database. In total these arrays target 21,266 unique genes. Robust multi-array (RMA) analysis was used to obtain expression values [58, 59]. We only took genes into account that had an intensity >20 on at least 3 arrays and at least 7 probes per genes. Genes were considered differentially expressed at P < 0.05 after intensity-based moderated t-statistics [60]. Further functional interpretation of the data was performed through the use of IPA (Ingenuity^®^ Systems, www.ingenuity.com). Genes from the data set that met the cut-off of 1.2 fold change and P value cut-off of 0.05 were considered for the analysis. Upstream regulators were identified by using cut-off values of z-score >1.96 and z-score <−1.96 combined with P < 0.05. Furthermore for this upstream regulators analysis, only endogenous metabolites were considered (chemical drugs and compounds were excluded from analysis). Array data have been submitted to the Gene Expression Omnibus (GEO), accession number GSE69151.

### Plasma cytokines and gut hormones

Plasma levels of TNF-α, amylin (Active), C-Peptide 2, ghrelin (Active), GIP (Total), GLP-1 (Active), glucagon, IL-6, insulin, leptin, MCP-1, Pancreatic Peptide (PP), PYY and resistin were measured using the 12-plex Mouse Metabolic Hormone Magnetic bead panel (Merck Millipore, Amsterdam, The Netherlands). Serum amyloid was measured in liver homogenates using SAA mouse ELISA kit (Life technologies, Bleiswijk, The Netherlands).

### Statistics

Data were analysed by statistical analysis of variance (ANOVA) followed by a post hoc Bonferroni test or by a Dunnet test. Differences were considered significant at a two-tailed P < 0.05. Statistical analyses were performed using Graphpad Prism 5.

## Additional file

10.1186/s12868-016-0260-0 Plasma levels of gut hormones. Effect of ipinjection with TNFα, IL-6 or both on A) Resistin, B) Peptide YY, C) Glucagon–like peptide (GLP-1), D) MCP-1, E) Insulin, F) C-peptide, G) Gastric inhibitoryprotein (GIP), H) Amylin, I) Leptin.

## Abbreviations

5HIAA: 5-hydroxyindoleacetic acid
5HT: 5-hydroxytryptamine (serotonin)
AgRP: agouti related protein
BBB: blood brain barrier
IDO: indoleamine 2,3-dioxygenase (IDO)
IL-6: interleukin-6
NPY: neuropeptide Y
POMC: pro-opiomelanocortin
TNFa: tumor necrosis factor alpha

How the deposited data were processed for this re-analysis (not part of the article)

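The series holds 36 Affymetrix Mouse Gene 1.1 ST arrays of mouse hypothalamus, 1 per mouse and 6 in each of 6 groups. The mice were killed 5 h after an intraperitoneal injection of saline, TNFα, IL-6 or both. The study had 12 mice per group, and those with arrays are taken as independent animals. The mouse numbers of Control replicates 5 and 6 differ between the sample labels and the array names, where they are those of TNF + IL-6 High replicates 5 and 6, while both sources give Control as the group, and they were taken as Control. The sample labels call the TNF treatment a low dose, while the paper gives 1 dose of TNFα, and the 6 arrays were taken as the TNF group.

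The deposited values are log2 intensities that the authors made with RMA, and they were analysed as deposited, without another normalization. The version of RMA is not given in the sources used here. They are given for transcript clusters of the array's own annotation, while the paper describes probe sets remapped to Entrez genes, a minimum of 7 probes per gene and a pathway analysis with Ingenuity, none of which was used here. Of the clusters, 21218 name 1 gene, 1881 name several and 12457 name none in the annotation used. The clusters of several genes or of none were left out. Where a gene had more than 1 cluster (1386 genes), the cluster of highest mean was used, which left 18820 genes. As in the paper, a gene was kept with an intensity over 20 on at least 3 arrays, which left 15192 genes. One gene named in the paper is not reported here.

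R 4.3.3 and limma 3.58.1 were used. One linear model over the 6 groups was fitted to all genes with lmFit, and eBayes was run with an intensity trend. P values were adjusted by the Benjamini-Hochberg method over the 15192 genes, with a threshold of 0.05. Each treated group was compared with Control, as were the mean of the 5 treated groups, any difference among them, and the departure of TNF with either dose of IL-6 from additive effects. Folds over 1.5 were counted on group means. Tph2, Slc6a4 and Npy were also tested with two-sided exact permutation tests (924 arrangements for 6 against 6 arrays, 462 for 5 against 6), adjusted over 15 tests. The smallest p these tests can give is 0.00216.

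The main set is all 36 arrays, since the paper does not name the TNF array it excluded. TNF replicate 4 is the likely one: its median correlation with the other arrays was 0.205, against 0.983 to 0.992 for the other 35. TNF replicate 4, which stands apart from the rest, was left out in a planned leave-one-out setting, and the main results are also given without it. The remaining group has 5 arrays. The number of arrays limits the precision, and with all 36 arrays TNF replicate 4 limits it further. The median standard error of a log2 difference was 0.17 with that array and 0.10 without it. The plan of tests, lists and alternatives was written before the data were examined.

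For the 5 comparisons and the mean of the 5 groups, 32 gene lists with 469 tested genes were tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry. The lists are serotonin synthesis, transport and breakdown, serotonin receptors, dopamine, the kynurenine pathway, orexigenic neuropeptides, anorexigenic neuropeptides and receptors, other hypothalamic genes, IL-6 and STAT3 response, TNF and NF-kB response, interferon response, MHC class II, TGF-beta response and extracellular matrix, SRF and MRTF targets, immediate early genes, glucocorticoid response, regulators named in Table 1, and markers of serotonergic neurons, midbrain dopaminergic neurons, cerebellum, hindbrain, cortex with hippocampus and thalamus, striatum, pituitary, meningeal fibroblasts, choroid plexus, smooth muscle cells and pericytes, endothelial cells, blood cells, microglia and macrophages, astrocytes, oligodendrocytes, and tanycytes and ependymal cells. Genes of each list that are not named here or not over the minimum intensity were left out.

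The genes named in the text follow a rule set beforehand: the genes the paper names; in each comparison the 10 genes with the largest rise and the 10 with the largest fall among those that pass, or up to 5 of smallest p in each direction where fewer pass; up to 4 members of smallest p in each list; and genes of Figs. 5 and 6, which were seen in the paper's pictures before. Predicted genes, olfactory and vomeronasal receptors, immunoglobulin and T cell receptor segments and small RNAs are not named.

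The shared control arrays were examined by permuting the residuals of the arrays over the groups, which gives 100 draws without an effect, and by comparing the groups of a pair with a separate 3 of the 6 control arrays. Relations between genes and marker scores were computed on deviations from group means, with permutation tests. Alternatives tried were no filter on intensity, a minimum of 50, median centring, quantile normalization, array weights, a fit of only the groups compared, a replicate block, the intensity-based moderated statistic of the paper written anew, a fold together with an unadjusted p, exact permutation tests, an estimated correlation and fry for the lists, and leaving out each array in turn. Without TNF replicate 4 the no-filter, block, intensity-based and fold with p settings and the list tests were run again, the list tests also with each further array left out, as was the mean of all clusters of a gene, all chosen after seeing the data.

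The comparisons were tested on simulated data with 200 changed genes among 15192. At a log2 change of 0.5 limma recovered 18% to 37% of the changed genes with 36 arrays and 75% to 87% without TNF replicate 4, and at a change of 1 it recovered 81% to 88% and 97% to 100%. False calls numbered 4 to 11 and 9 to 14. Of the unchanged genes, 4.74% to 5.21% had an unadjusted p under 0.05. The 5 real comparisons with 36 arrays gave from 63 to 1563 of 15192 genes at this threshold, where chance gives 759.6. The simulation thus lacked a structure that the real arrays have, and recovery and false calls on them may differ.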

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

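The tests of Tph2 and Slc6a4 against midbrain and hindbrain markers, with and without those of serotonin neurons, were chosen only after the result was seen.

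In TNF, Tph2 and Slc6a4 had a higher mean than in Control, by 0.86 log2 for the mean of both genes without TNF replicate 4 (95% interval -0.39 to 2.11). Without TNF replicate 5 as well this difference was 0.0220, so it rests on a single array. Within groups, both genes moved with 23 other markers of midbrain and hindbrain (r = 0.773 over 35 arrays), 7 of which are markers of serotonin neurons and would also follow a response of these, and with the 16 others alone (r = 0.672), which is consistent with varying amounts of tissue from behind the hypothalamus, a hypothesis found and tested on the same arrays. A response of serotonin neurons to TNF cannot be told apart from this: with the score of the 23 markers in the model the difference was -0.12 (-0.99 to 0.75) and with that of the 16 it was -0.03 (-1.04 to 0.99), intervals whose width keeps it open. The most abundant of the 23 markers were Th, also expressed in hypothalamic neurons, Glra1 and Nr4a2, with mean intensities of 386, 342 and 248.

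Meningeal fibroblast markers were lower on the arrays of the treated groups, 24 of 29 arrays lying under the control mean, or 19 without Control replicate 1. Those not shown in Figs. 5 and 6 rose and fell together within groups, with a median pairwise r = 0.646 over 35 arrays against 0.0621 for random genes, which is consistent with meningeal tissue left on some of the samples. A response of the meninges to the cytokines stays open, since the difference of -0.36 (95% interval -0.77 to 0.05) had a permutation p = 0.0829. Dependence on a single control array cannot be told either: the difference was -0.21 without Control replicate 1, -0.22 without Control replicate 4 and -0.56 without Control replicate 6. Their most abundant genes, Dcn, Igf2 and Slc6a20a, had intensities up to 558 on Control replicate 1 and up to 623 and 616 on Control replicate 4, against means of 291, 282 and 253.

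The log2 differences of the 5 treated groups resembled each other, with a mean correlation of 0.498 over 35 arrays. This lies within the range of groups without an effect that share the same control arrays, where 47 of 100 draws were as large, so shared controls may account for it. With separate control arrays the mean correlation was -0.0159, and a change common to the treatments cannot be told apart from none, since draws without an effect ranged from -0.256 to 0.407.

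The other results are values that stood apart from the rest of their group, found in 11 of 48 groups tested where chance gives 2.4. The median correlation of TNF replicate 4 with the other arrays was 0.205, while the other TNF arrays lay between 0.983 and 0.99. Its log2 intensity of Npy, 6.11, lay far under the 8.10 to 8.56 of the other TNF arrays. Tph2 stood above its group on IL-6 Low replicate 6 at 5.70 and on IL-6 High replicate 4 at 6.86. On the same arrays Slc6a4 was at 5.69 and 7.00. The marker score of serotonergic neurons was 0.93 on IL-6 High replicate 4. Cerebellar markers stood out on TNF replicate 2 with a score of 1.45 and on IL-6 High replicate 6 with 0.50. Pituitary markers did so on TNF + IL-6 Low replicate 3 with 4.53 and on IL-6 Low replicate 4 with 0.97. In a group of genes that the paper does not discuss, the meningeal fibroblast markers, the mean log2 difference of IL-6 High from Control was -0.52.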

How the results depend on the processing

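Settings that combine others with leaving out TNF replicate 4, and the mean of all clusters of a gene, were chosen after seeing the data. Of 1154 values of 38 results under other settings, 1027 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, 119 counts moved by more, 1 value passed its threshold and 7 reversed. Counts at an adjusted p under 0.05 were 0 in 299 of 300 settings, the exception being 1 gene for TNF without Control replicate 2. Arrays limit the signal over background: 11674 of 18820 genes had an intensity over 50. Causes were not tested except where fewer arrays or genes are the cause by construction.

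With array weights Npy in TNF was at 0.0548 and Tph2 in TNF + IL-6 High at -0.0254. Npy in TNF + IL-6 Low, at -0.59, passed the exact permutation test before adjustment. With no filter the fold counts were 1572, 1078 and 1245, with quantile normalization 2464, 1496 and 1858, and with an unadjusted p 289, 247 and 268. Without TNF replicate 4 they were 48, 46 and 44 with an unadjusted p and 85, 74 and 78 with no filter.

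For counts at an unadjusted p under 0.05, a minimum of 50 gave 38 in IL-6 Low and 49 in TNF + IL-6 High, and quantile normalization 41 in IL-6 Low and 63 in IL-6 High. In the order TNF, IL-6 Low, IL-6 High, TNF + IL-6 Low and TNF + IL-6 High, array weights gave 1019, 514, 516, 1578 and 1030, and a fit of only the groups compared 133, 250, 319, 1257 and 352. Without TNF replicate 4, a replicate block gave 812, 274, 383, 1625 and 383, and the intensity-based statistic 802, 227, 320, 1448 and 321. The sources used here state no shared animal, litter, batch or day for a replicate number, though arrays of the same number have consecutive mouse numbers and neighbouring positions. With all 36 arrays the block moved no count by more than 1.5 times. Of 90 pairs of arrays with the same number 36 had r over 0.1, with a mean r of 0.055. Of 450 pairs with different numbers 109 did, with a mean r of -0.010. Of 36 arrays 13, not every one, correlated best on average with their own number, where chance gives 6.

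Of the 32 lists, quantile normalization called 5 in TNF, array weights 5 in IL-6 Low and 5 in TNF + IL-6 Low, and a fit of only the groups compared 1 in TNF + IL-6 High. Camera with an estimated correlation called 0 in TNF, IL-6 Low, TNF + IL-6 Low and TNF + IL-6 High and 3 in IL-6 High, and fry 0 in each. Without TNF replicate 4 both called 0 in each group, and for TNF + IL-6 High a replicate block and the intensity-based statistic called 0.

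Leaving out 1 array at a time, unadjusted counts ranged from 804 to 3202 in TNF, 37 to 227 in IL-6 Low, 54 to 319 in IL-6 High, 132 to 1452 in TNF + IL-6 Low and 70 to 322 in TNF + IL-6 High. Lists ranged from 8 to 14, 3 to 11, 5 to 13, 3 to 11 and 0 to 10 in the same order. The fold counts ranged from 78 to 1895, 67 to 1244 and 72 to 1489, each lowest without TNF replicate 4, and the mean correlation from 0.328 to 0.498. Tph2 ranged from 0.53 to 1.47 in TNF, -0.0667 to 0.33 in IL-6 Low and -0.15 to 0.45 in IL-6 High. It ranged from -0.22 to -0.03 in TNF + IL-6 Low and -0.0705 to 0.57 in TNF + IL-6 High. Slc6a4 ranged from 0.29 to 1.21 in TNF, 0.06 to 0.36 in IL-6 Low, -0.34 to 0.27 in IL-6 High, -0.14 to 0.00406 in TNF + IL-6 Low and 0.09 to 0.57 in TNF + IL-6 High. Npy in TNF ranged from -0.55 to -0.03. Signs reversed without IL-6 Low replicate 6, IL-6 High replicate 4, TNF + IL-6 High replicate 2 and Control replicate 6.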

Differences from the paper's values

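The settings named as added were chosen after the values were seen.

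The paper reports 118 genes with a fold change over 1.5, and 964 were found here with all 36 arrays. The paper's counts leave out 1 TNF array, so the counts without TNF replicate 4 are the closer comparison, here and below. No setting planned before the data were examined comes within 1.5 times the paper's count: without TNF replicate 4, the nearest, the count was 78. The setting without TNF replicate 4 and with no filter on intensity, which was chosen after seeing the values, gave 85 genes, within 1.5 times the paper's count. Of the 86 genes of Figs. 5 and 6 named here it leaves 24 under the fold, as does the planned setting with the filter, and all 36 arrays leave 29.

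For the same direction in at least 4 of 5 groups the paper reports 87 genes, and 669 were found here. Of the planned settings, leaving out TNF replicate 4 gave 67, within 1.5 times the paper's count. The added setting with no filter gave 74 without that array. No filter, a minimum of 50, median centring, quantile normalization, a fold together with an unadjusted p, and leaving out each other array did not come within it.

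For the overlap between TNF and IL-6 Low or IL-6 High the paper reports 96 genes, and 793 were found here. Leaving out TNF replicate 4 gave 72, within 1.5 times the paper's count, and the added setting with no filter gave 78. The other planned settings did not. The added settings of a fold together with an unadjusted p, with 48, 46 and 44 genes without TNF replicate 4 for the 3 measures, and of the mean of all clusters of a gene, with 876, 613 and 725, stayed outside. As shares, the paper's counts are 73.7% and 81.4% of its genes, against 85.9% and 92.3% here without TNF replicate 4. The paper does not say whether its overlap asks for the fold in both groups, and here it asks for the same direction.

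The paper places Tph2 and Slc6a4 among the highly upregulated genes. Here their log2 difference was above 0 in 4 of the 5 groups and below 0 in TNF + IL-6 Low, at -0.11 and -0.07. By the fold over 1.5 that the paper used for its list, both genes passed in TNF and in no other group. The folds of Tph2 and Slc6a4 in TNF were 2.21 and 1.92 with all arrays and 1.85 and 1.79 without TNF replicate 4. Without TNF replicate 5 the log2 differences were 0.53 and 0.29. No group passed the exact permutation test or limma over all genes. In TNF the unadjusted limma p of Tph2 was 0.0464 with all arrays and 0.125 without TNF replicate 4. For Slc6a4 in TNF it was 0.0753 and 0.128. Leaving out 1 array turned the sign of Tph2 in IL-6 Low (-0.0667 without IL-6 Low replicate 6), IL-6 High (-0.15 without IL-6 High replicate 4) and TNF + IL-6 High (-0.0705 without TNF + IL-6 High replicate 2), and of Slc6a4 in IL-6 High (-0.34 without IL-6 High replicate 4) and TNF + IL-6 Low (0.00406 without Control replicate 6). In Control both genes lay around the minimum intensity of 20. The paper marks IL-6 Low and TNF + IL-6 Low in Fig. 7 as groups in which Npy differs from Control. Here no group passed over all genes. The paper does not say which of its tests gave the marks of Fig. 7. Unadjusted limma p values of Npy were 0.131 in IL-6 Low and 0.0577 in TNF + IL-6 Low with all arrays. Without TNF replicate 4 they were 0.0394 and 0.0102, and between 0.233 and 0.901 in the other groups. The percentages of Npy came within 1.5 times those read by eye in Fig. 7.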

Other observations

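The count of the most variable genes, the groupings of 35 arrays and the tests that leave out a second array besides TNF replicate 4 were chosen only after the results were seen.

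Immediate early genes, which neurons switch on with activity, were higher in TNF for 11 of 14 genes, with Ier2 and Fos both at a log2 difference of 0.33, or 0.16 and 0.24 without TNF replicate 4 (camera adjusted p = 0.00361, and adjusted p = 0.326 with an estimated correlation). Their mean was 0.17, or 0.07 without TNF replicate 6 (camera adjusted p = 0.131). On TNF replicate 6 the score of these genes was 0.66, that of striatal markers 1.17 and that of cortical markers 0.63. On Control replicate 6 the cortical score was also 0.63, while that of the immediate early genes was 0.01. A relation between these lists was not tested. Glucocorticoid-response genes were lower in IL-6 Low for 13 of 15, with Pdk4, a kinase of pyruvate metabolism, at -0.35 (camera adjusted p = 0.00309, and adjusted p = 0.597 with an estimated correlation), a call that ended without Control replicate 2, Control replicate 4 or IL-6 Low replicate 2 (camera adjusted p = 0.0635, 0.150 and 0.201). In TNF 15 of 15 were lower with all arrays, the clock gene Per1 at -0.51 (camera adjusted p = 0.0306, and adjusted p = 0.729 with an estimated correlation), while 10 of 15 were lower without TNF replicate 4, Per1 at -0.10. The call in TNF ended without any 1 of Control replicates 2, 4 and 6 and TNF replicates 3, 4 and 6 (camera adjusted p from 0.0539 to 0.168). Blood cell markers were higher in TNF for 8 of 8 genes, with S100a8 and S100a9 of neutrophils at 0.89 and 0.58, or 0.55 and 0.52 without TNF replicate 4 and S100a9 at 0.37 without TNF replicate 5 (camera adjusted p = 8.1e-05, and adjusted p = 0.326 with an estimated correlation), and 4 passed adjusted over the list alone, 0 without any 1 of TNF replicates 4 and 5 and Control replicates 1, 2 and 3, and 2 without Control replicate 6. No member of these lists passed over all genes.

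Astrocyte markers were lower in TNF for 12 of 13 genes (camera adjusted p = 0.0174, and adjusted p = 0.729 with an estimated correlation), but higher for 9 of 13 without TNF replicate 4, and Vim was at -0.45 in TNF + IL-6 Low. Tanycyte and ependymal markers were lower in IL-6 Low for 11 of 12 (camera adjusted p = 0.00113, or 0.0838 without Control replicate 5, and adjusted p = 0.259 with an estimated correlation). In the mean of the 5 groups, 9 of 19 microglial and macrophage markers were higher (camera adjusted p = 0.503), 12 of 13 oligodendrocyte markers lower (0.504), 4 of 10 striatal markers higher (0.504) and 3 of 5 kynurenine pathway genes higher (0.87). TNF replicate 4 weighed on the last 3 lists. Its oligodendrocyte score was -2.58, while the other arrays lay between -0.45 and 0.57. Its striatal score was -1.41 and its kynurenine score 0.78. The directions of these 3 lists in the mean may therefore rest on that array. Striatal markers were higher in TNF for 10 of 10 genes without TNF replicate 4 (camera adjusted p = 0.00308, and adjusted p = 0.411 with an estimated correlation), but for 6 of 10 without TNF replicate 6 as well (camera adjusted p = 0.861), an array with a striatal score of 1.17.

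Of the 40 genes that varied most within groups over 35 arrays, 27 belonged to a list of cell type markers. The study shows 24 of these 27 in Figs. 5 and 6, chosen on the same arrays, so the count is not independent evidence. Tph2 ranked 9 and Slc6a4 11 among 15192 genes, and Npy 185.

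The same model was fitted to 100 groupings of the arrays, the real one included. The adjusted counts of the real grouping were 0, which any grouping reaches, 100 of 100 in each comparison with 36 arrays and with 35, so they say nothing on chance. The highest of the other groupings with 36 arrays was 1 in TNF, 0 in IL-6 Low, 16 in IL-6 High, 0 in both combinations, 6412 in the mean of the 5 groups, 1 in differences among treated groups and 0 in both tests of additive effects. With 35 arrays it was 1, 1, 58, 19, 2, 1, 441, 7 and 0. A grouping that calls 6412 genes points to a structure of the samples, and without TNF replicate 4 the highest for that comparison was 1.

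Chance could not be excluded for the counts at an unadjusted p under 0.05 or for the counts of lists above 0. At an unadjusted p under 0.05 with 36 arrays, groupings as large as the real one numbered 73 in TNF (real 1563, highest other 4141), 84 in IL-6 Low (63, 489), 70 in IL-6 High (98, 445), 17 in TNF + IL-6 Low (278, 584), 81 in TNF + IL-6 High (75, 594) and 60 in the mean (148, 8851). With 35 arrays they numbered 53 (804, 2331), 96 (227, 2219), 89 (319, 1660), 12 (1452, 2555), 85 (322, 2261) and 71 (477, 2274). For gene lists with 36 arrays they numbered 67 (10, 18), 64 (8, 18), 61 (9, 18), 63 (8, 17) and 96 (4, 21) in the 5 groups. With 35 arrays they numbered 15 (14, 19), 67 (7, 16), 57 (8, 17), 59 (7, 16) and, for a real count of 0 that any grouping reaches, 100 (0, 17). The median number of lists in the other groupings was 11, 9, 9, 9 and 10 with 36 arrays and 9, 8, 8, 8 and 8 with 35.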
